# The Trim family of genes and the retina: Expression and functional characterization

**DOI:** 10.1371/journal.pone.0202867

**Published:** 2018-09-12

**Authors:** Rebecca Chowdhury, Lauren A. Laboissonniere, Andrea K. Wester, Madison Muller, Jeffrey M. Trimarchi

## Abstract

To better understand the mechanisms that govern the development of retinal neurons, it is critical to gain additional insight into the specific intrinsic factors that control cell fate decisions and neuronal maturation. In the developing mouse retina, *Atoh7*, a highly conserved transcription factor, is essential for retinal ganglion cell development. Moreover, *Atoh7* expression in the developing retina occurs during a critical time period when progenitor cells are in the process of making cell fate decisions. We performed transcriptome profiling of *Atoh7*+ individual cells isolated from mouse retina. One of the genes that we found significantly correlated with *Atoh7* in our transcriptomic data was the E3 ubiquitin ligase, *Trim9*. The correlation between *Trim9* and *Atoh7* coupled with the expression of *Trim9* in the early mouse retina led us to hypothesize that this gene may play a role in the process of cell fate determination. To address the role of *Trim9* in retinal development, we performed a functional analysis of *Trim9* in the mouse and did not detect any morphological changes in the retina in the absence of *Trim9*. Thus, *Trim9* alone does not appear to be involved in cell fate determination or early ganglion cell development in the mouse retina. We further hypothesize that the reason for this lack of phenotype may be compensation by one of the many additional TRIM family members we find expressed in the developing retina.

## Introduction

The retina is a powerful tool for studying the central nervous system and has been intensively investigated for over a century[1]. It is organized as a laminar tissue, comprised of six different neuronal cell types and one glial cell type. These functionally and morphologically diverse groups of cells arise from a pool of multipotent retinal progenitor cells (RPCs)[2–5]. In the murine retina, neurogenesis begins at about embryonic day (E)11.5. Birthdating studies have demonstrated that the retinal ganglion cells (RGCs) are the first retinal neurons to be born, followed closely by cone photoreceptors, horizontal cells and then amacrine cells[6–9]. The bipolar cells and Müller glia are born later in development, while rod photoreceptors are generated nearly throughout the developmental process[6–9]. One key question that arises in this context is how RPCs that are yet to choose a cell fate make the decision to generate a particular cell type. In an effort to better understand the process of cell fate determination in the retina, single cell transcriptomes of RPCs at various developmental stages were analyzed[10]. Mining these transcriptomes revealed a large number of new marker genes and a significant amount of gene expression heterogeneity, particularly among transcription factors[10].

One such transcription factor was the well-studied Atonal homolog 7 (*Atoh7)*, a basic helix-loop-helix (bHLH) transcription factor whose expression in RPCs is temporally correlated with cell cycle exit and cell fate specification[11]. Furthermore, loss of *Atoh7* in the vertebrate retina leads to an almost complete loss of RGCs[12–16]. However, overexpression experiments have been more equivocal. For example, retinal explants infected with an *Atoh7* expressing retrovirus did not produce more RGCs[17], but other studies testing the effects of *Atoh7* overexpression in Müller glia or stem cells reported increases in RGC generation[18,19]. Finally, lineage tracing studies have shown that other early born retinal neurons besides RGCs also arise from *Atoh7*+ cells. Taken together, these experiments suggest that ATOH7 regulates the competence of RPCs to potentially generate different neurons rather than directly driving the choice to become a particular neuronal type[13,20,21] and other factors are most likely involved in the process of RGC specification.

In an attempt to identify other factors involved in the cell fate specification of early-generated retinal cell types, the transcriptomes of single mouse RPCs were examined. Upon examination of these transcriptomes, we found that one of the most highly represented gene families in these cells was the Tripartite motif (*Trim*) family. In the current study, we have examined the expression of different *Trim* family genes in the developing mouse retina. Through a combination of microarray profiling and *in situ* hybridization (ISH), we found 24 different *Trim* family genes expressed during early retinal development in the mouse. Since *Atoh7* expression is associated with RGC competence [20,21], we decided to focus on genes whose expression was correlated with *Atoh7*, hypothesizing that they may play a role in deciding the fate of retinal neurons during development[22–24]. Of the *Trim* family genes, the expression of *Trim9* was both highly correlated with *Atoh7* by gene clustering and was observed in subsets of *Atoh7*+ single cell transcriptomes. Furthermore, the heterogeneity of *Trim9* expression indicated that its potential role in the retina might affect only a subset of cells.

TRIM9, a member of the tripartite motif containing (TRIM) family of E3 ubiquitin ligases, has been found in the developing and adult central nervous system[25,26]. TRIM9 immunoreactivity was shown to be diminished in affected brain areas in Parkinson’s disease and dementia with Lewy bodies, indicating a possible role for TRIM9 in neurodegenerative diseases[25]. Analysis of a *Trim9* deficient mouse established that TRIM9 mediates the axonal outgrowth of cortical neurons in response to NETRIN-1 through interactions with DCC[26]. Specifically, in the absence of TRIM9, cortical axons showed exaggerated branching and a reduced sensitivity to NETRIN-1[26]. More recently, it was demonstrated that TRIM9 ubiquitinates VASP, an actin regulatory protein located at the tips of filopodia, to produce a spatial gradient of filopodial stability required for the axon turning toward netrin, thereby regulating axon pathfinding in the cortex[27]. In addition to these molecular and cellular phenotypes, severe deficits in spatial learning and memory were observed in *Trim9* knockout mice[28]. In this study, we examined the development of the retina in the absence of *Trim9*. Unlike in the cortex, we observed no significant alteration of retinal morphology upon disruption of *Trim9*. We thoroughly examined the RGCs in these mice and also detected no changes, including in a number of RGC subtypes. Given the substantial number of additional *Trim* family genes expressed in the developing retina, it could be either that *Trim9* is not required for cell fate determination or that compensatory mechanisms exist within this gene family in the developing retina.

## Materials and methods

### Ethics statement

All procedures for the care and housing of mice conform to the U.S. Public Health Service Policy on the Humane Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at Iowa State University.

### Mouse genotyping

The generation of *Trim9* deficient mice has been described previously [26]. Specific primers were used to detect the KO band [F: 5’—CTTCTGAGGGTTGGAGAAAAGC—3’ and R: 5’-CGTGAGAGCTGCTTTCTTATTGG- 3’] and the WT band [F: 5’—CTTCTGAGGGTTGGAGAAAAGC—3’ and R: 5’—CGACGGTATCGATAAAGCTAGCTTGG—3’]. All three primers were used in the same reaction according to the following program: 3 min. at 95°C; then 37 cycles of 1 min. at 94°C, 1 min. at 58°C, 90 seconds at 72°C; followed by 10 min. at 72°C. The WT and KO PCR product sizes were 410 bp and 346 bp, respectively, and were separated on a 2% agarose gel.

### Tissue processing for cryosectioning

Retinas were collected from adult mice as well as mice from 3 different stages of development, ranging from E12.5 to E16.5. Pregnant females were euthanized, embryos collected, and heads incubated in 4% paraformaldehyde (PFA) in phosphate buffered saline (PBS) overnight (O/N) at 4°C. Similarly, adult WT and *Trim9* KO littermate pairs were euthanized, and the eyes placed in 4% PFA/PBS overnight. The eyes were subjected to three 15 min. washes in PBS, after which the retinas were isolated and rocked in 30% sucrose in PBS until they sank. OCT solution (Tissue-Tek) was added at a 1:1 ratio with the 30% sucrose in PBS and rocked until the solution reached equilibration. Retinas were stored at -80°C until they were cryosectioned at 20μm and placed onto Superfrost Plus microscope slides.

### *In situ* hybridization (ISH)

Riboprobe synthesis was performed as described previously[22]. Briefly, RNA probes (650–800 bp in length) were synthesized by PCR amplification using primers specific for mouse cDNA, listed in S1 Table. The probe template sequences were cloned into pGEM-T vector (Promega) and sequenced. Antisense riboprobes were synthesized using either T7 or SP6 RNA Polymerase (depending on clone orientation) in the presence of Digoxigenin for 1–2 hours at 37°C. Riboprobes were treated with DNase I (RNase-free, Roche) for 15 min. and precipitated with 100% Ethanol and LiCl O/N.

*In situ* hybridization on retinal cryosections was performed as described previously [29]. Briefly, the slides were washed with PBS three times, fixed with 4% PFA in PBS, acetylated and the riboprobes hybridized O/N at 65°C. The next day, slides were incubated in a 1X SSC [diluted from 20X saline sodium citrate- 3M NaCl, 0.33M Sodium Citrate, pH 7] buffer containing 50% formamide, treated with RNase A and washed with 2X and 0.2X SSC. After washing twice with TNT (0.1 M Tris-HCl, pH 7.5, 0.15 M NaCl, 0.05% Tween-20), slides were blocked for an hour with 20% heat inactivated sheep serum (HISS) and incubated with anti-DIG-alkaline phosphatase (anti-DIG-AP) antibody (1:2500, Roche) O/N. The next day slides were washed with TNT and developed using NBT and BCIP. Finally, the slides were fixed in 4% PFA/PBS and mounted with Fluoromount-G (Southern Biotech).

### Section immunohistochemistry [IHC]

Slides containing cryosections were incubated for 30 min. with blocking solution (1% BSA, 0.01% Triton X-100, 0.004% SDS) and then placed in primary antibody, diluted according to manufacturer’s instructions in blocking solution. Slides were washed in blocking solution three times for 15 min. at room temperature. Slides were then placed in secondary antibody, diluted 1:300 with blocking solution and incubated at 4°C O/N. Following this incubation, the slides were again washed three times for 15 min. with blocking solution and mounted with Fluoromount-G.

### Whole-mount IHC

The process was carried out exactly as described previously[23]. Briefly, mice were euthanized, and the eyeballs fixed in 4% PFA/PBS O/N. After three 15 min. washes, retinas were dissected and equilibrated in increasing concentrations of sucrose (10%, 20% and 30% w/v sucrose) for 20–30 min. each. After the retinas sank in 30% w/v sucrose solution they were subjected to three freeze-thaw cycles on dry ice. The frozen retinas were stored at -80°C until ready to continue with IHC. To proceed, retinas were washed three times for 30 min. with PBS, and then rocked gently in blocking solution [3% goat serum/1% bovine serum albumin (BSA)/0.1% Triton-X100/0.02% sodium dodecyl sulfate (SDS) in PBS] for 2 hours at room temperature. Retinas were then incubated in primary antibody in blocking solution O/N at 4°C on a rocker. The retinas were then washed with PBS three times for 30 min. each and incubated in secondary antibody at a 1:300 dilution in blocking solution overnight at 4°C on a rocker. Retinas were washed three times with PBS for 30 min. each and then flattened between two coverslips and imaged using the Leica SP5 XMP confocal microscope at Iowa State University.

Primary antibodies used were anti-CalbindinD-28K (CALB) (1:2000; Swant, Switzerland), anti-Calretinin (CALR) (1:1000; Millipore), anti-Visual system homeobox-2 (VSX2) (1:1000;[30]), anti-Transcription factor AP-2α (TCFAP2α) (1:200; Santa Cruz Biotechnology), anti-Rhodopsin (RHO4D2) (1:100;[31]), anti-Choline Acetyltransferase (CHAT) (1:100; Millipore), anti-Protein kinase C-alpha (PKCα) (1:10,000; Sigma-Aldrich), anti-Brain-specific homeobox/POU domain protein-3a (BRN3A) (1:500; Chemicon MAB1585), anti-Opsin-4 (OPN4) (1:1000; Advanced Targeting System). Secondary antibodies used were AlexaFluor 488 AffiniPure donkey anti-rabbit IgG, AlexaFluor 488 AffiniPure goat anti-mouse IgG, AlexaFluor 488 AffiniPure donkey anti-goat IgG (Jackson ImmunoResearch laboratories).

### qPCR

qPCR was performed as described previously [23]. RNA was isolated from the retina using Tri-reagent (Sigma) according to manufacturer’s instructions. 400ng of RNA was used to generate cDNA using random primers and SuperScript III (Life Technologies) according to standard protocols. SybrGreenMasterMix (Thermofisher) was used to perform qPCR in a Bio-Rad MiniOpticon cycler, using the following program: 15 min. at 95°C and 40 cycles of15 sec. at 95°C, 30 sec. at 56°C, and 30 sec. at 72°C. The analysis of the qPCR data was performed exactly as described previously[22]. Each sample was normalized to β-actin to obtain the ΔCt values. The difference in ΔCt values between experimental and control was designated as ΔΔCt. The experiments were repeated three times and the average ΔΔCt value was calculated. The base 2 analogs of the average ΔΔCt value represented the fold change. These results were plotted graphically with error bars shown. Primers used for qPCR are listed in S2 Table.

### Microarrays

Microarray hybridization was performed as described previously[23]. Briefly, RNA was isolated from retinas using Tri-reagent (Sigma) according to standard manufacturer’s protocols. 400ng of total RNA was used to generate aRNA, and 5μg was fragmented using the Ambion MessageAmp™ II aRNA Amplification Kit according to manufacturer’s instructions. Samples were hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays at the Gene-Chip facility at the University of Iowa Genetic Division.

Microarray results were analyzed using the Bioconductor Affy package in R [32]. RMA was employed for background adjustment and normalization[33]. Heatmaps were generated using Genesis software[34]. The ShinyGO v0.41 Gene Ontology Enrichment Analysis tool was used to classify genes according to biological process, molecular function and cellular component[35].

## Results

### Retinal expression of TRIM family genes

To gain insight into the mechanisms of cell fate determination operating within the retina, single cells were isolated from mouse retinas at various developmental timepoints and microarray hybridization was performed[10]. TRIM/RING-B-box-coiled-coil (RBCC) proteins are involved in a wide range of developmental processes and therefore implicated in several pathological conditions from genetic diseases to cancer development[36]. Deletion of *Trim2* in mice led to a reduction in the number of retinal ganglion cells later in life, but any phenotypes associated with other TRIM family genes have not been reported[37]. Therefore, we began by assessing the expression of *Trim* genes in the single cell transcriptomes. The first question we sought to address was which TRIM family genes were expressed in RPCs. As *CyclinD1* (*Ccnd1*) is a marker of cycling RPCs[38] we first examined the transcriptomes that expressed *Ccnd1* at various stages of development [E12.5, E13.5, E14.5, E15.5, E16.5, and post-natal day (P)0]. We found many members of the *Trim* family widely expressed in RPC transcriptomes (Fig 1A). More specifically, the family members *Trim28*, *Trim35 and Trim44* showed the most prominent expression among the highest number of RPCs (Fig 1A). Many of the *Trim* family genes displayed more heterogeneous expression patterns, appearing in everything from a majority of RPC profiles (e.g. *Trim27*, *Trim32*, and *Trim41*) to appearing in very few RPC profiles (e.g., *Trim3*, *Trim8*, *Trim11*, *Trim 62 and Trim66)*.

**Fig 1:**
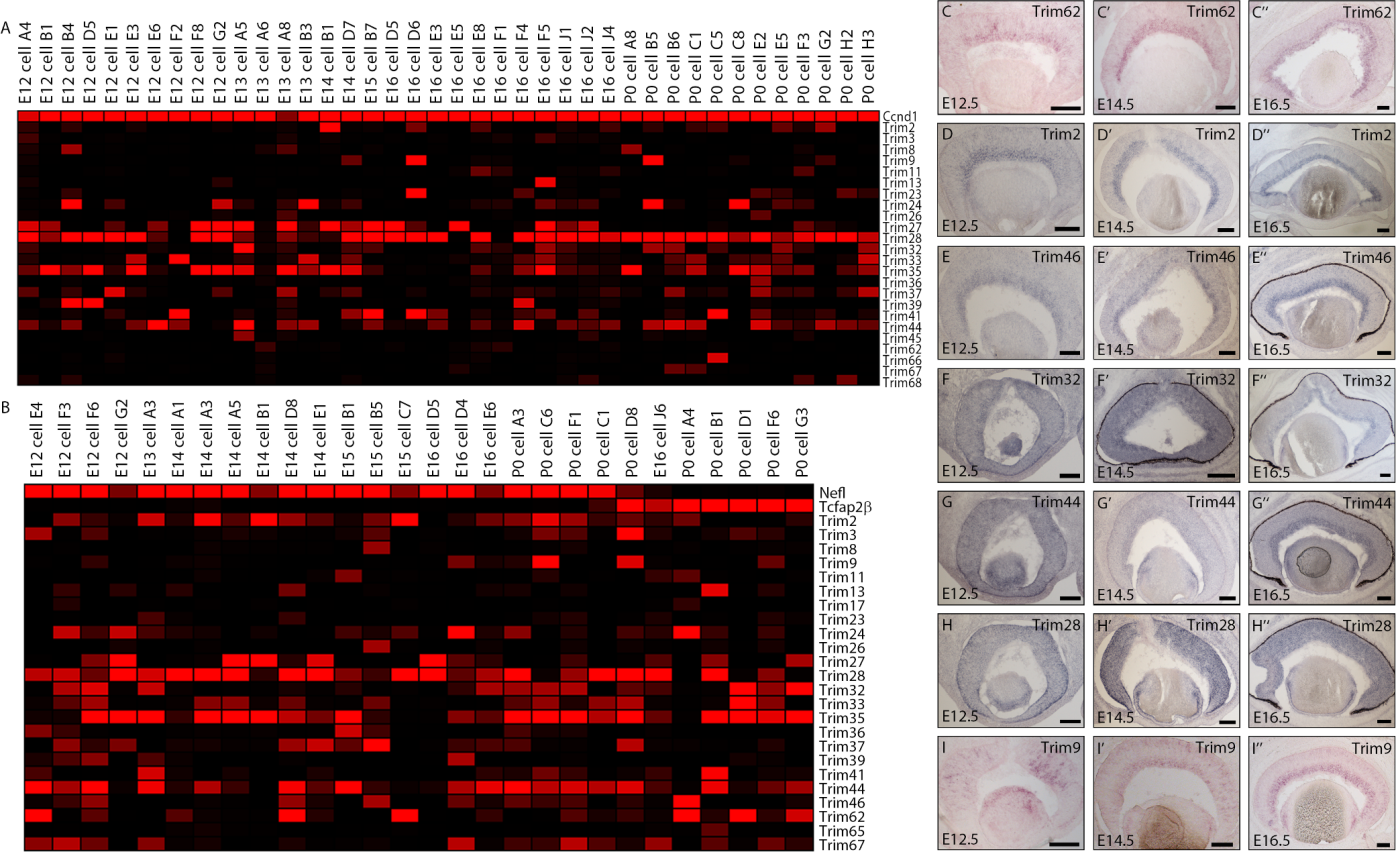
The TRIM family of genes is expressed in the developing mouse retina. A Genesis produced heatmap representing the microarray expression of the TRIM family of genes in (A) single cycling retinal progenitor cells (*Ccnd1*+), (B) developing retinal ganglion cells (*Nefl*+) and amacrine cells (*Tcfap2β*+) isolated from the developing mouse retina. The intensities of Affymetrix signals have been scaled such that a signal of 0 corresponds to a black color and a signal of 10000 corresponds to a bright red color. (C-I”) *In sit*u hybridization was performed using the following probes: *Trim62* (C-C”), *Trim2* (D-D”), *Trim46* (E-E”), *Trim32* (F-F”), *Trim44* (G-G”), *Trim28* (H-H”) and *Trim9* (I-I”) on retinal sections at E12.5, E14.5, E16.5. Scale bars represent 100 μm.

To further characterize the expression of the *Trim* genes in the developing retina, we next focused on their expression in subsets of single cells that had been classified as either developing amacrine or ganglion cells[30] (Fig 1B). For reference, we show *Neurofilament-light* (*Nefl*) as a marker of developing RGCs[39] and *Tcfap2β* as a marker of developing amacrines[29]. Of all the genes examined, only *Trim36 and Trim39* were found to be expressed only in *Nefl*+ cells and absent from *Tcfap2β*+ cells (Fig 1B) and even these two genes were only observed in a subset of the *Nefl*+ profiles. The majority of the *Trim* family genes observed in these cells were found in subsets of both *Nefl*+ and *Tcfap2β*+ cells, perhaps indicating a role for this family in general retinal neuronal development.

To further characterize the expression of the *Trim* genes, *in situ* hybridization (ISH) was performed on retinal cryosections derived from embryonic mice at three developmental stages (Fig 1C–1I”). Consistent with our single cell transcriptomic results, we observed a number of *Trim* family genes robustly expressed within developing retinal neurons (inner neuroblastic layer [INBL])[40] and the RPCs (outer neuroblastic layer [ONBL])[40] at the developmental stages, E12.5, E14.5 and E16.5. The expression of *Trim62* was found in subsets of cells in the INBL and was not detected in the ONBL (Fig 1C, 1C’ and 1C”). The genes *Trim2* and *Trim46* were expressed throughout development specifically in the INBL (Fig 1D, 1D’, 1D”, 1E, 1E’ and 1E”). *Trim32* was found to be weakly expressed in both the INBL and ONBL at E12.5 and E14.5, before finally localizing to the INBL at E16.5 (Fig 1F, 1F’ and 1F”). *Trim44* expression was also diffuse throughout the retina at E12.5 before localizing weakly to the INBL at E14.5 and eventually becoming more prominent in the INBL at E16.5 (Fig 1G, 1G’ and 1G”). *Trim28* expression differed from that of the other *Trim* genes investigated in this study in that it remained dispersed throughout both ONBL and INBL at all stages of development examined (Fig 1H, 1H’ and 1H”).

Since *Atoh7* has been shown to play an important role in the development of early born retinal neurons[12–16], *Atoh7* positive single cells were isolated from developing mouse retinas and their transcriptomes examined in an effort to identify new retinal cell fate regulators. We observed a significant number of *Trim* family genes expressed in these *Atoh7*+ single cell transcriptomes as well (S1 Fig), similar to our results in RPCs and in *Nefl*+/*Tcfap2β*+ cells. To identify potential new cell fate regulators, we utilized hierarchical clustering to reveal the genes most closely associated with *Atoh7* expression. In this analysis, we discovered that the most closely associated *Trim* family member was *Trim9*. Even though *Atoh7* and *Trim9* were significantly correlated, a closer examination of the single cell transcriptomes showed that *Trim9* was expressed only in a small subset of *Atoh7*+ cells, perhaps indicating either that *Trim9* expression is quite dynamic or that this gene only plays a functional role in a subset of retinal neurons. To examine the expression of Trim9 in more detail, ISH was again employed. At E12.5, *Trim9* was expressed in subsets of cells in the ONBL (Fig 1I). By E14.5, its expression was confined to the INBL and the outer portion of the ONBL (Fig 1I’), where mitoses are occurring and where newborn cone photoreceptors reside. By E16.5, *Trim9* expression was limited to the INBL (Fig 1I”). Given the expression pattern of *Trim9* and its association with *Atoh7*, we explored its potential role in early cell fate specification in the retina further.

### Characterization of *Trim9* KO retinas

Given the expression of *Trim9* in a subset of single developing *Atoh7*+ RPCs and its expression in the developing retina (Fig 1), we hypothesized that *Trim9* would play a role in cell fate determination within the retina. To address this possibility, we obtained a *Trim9* knockout mouse and examined the expression of markers of ganglion cells, amacrine cells, cones and horizontal cells in mature *Trim9* deficient retinas. We focused on the early-generated retinal neurons initially because of the expression of *Trim9* and because the phenotypes of *Atoh7* deficient animals are primarily associated with early born retinal neurons[12–16,20]. First, we used ISH on adult wildtype and *Trim9* knockout retinal cryosections to assess whether the absence of *Trim9* affected the development of early born retinal neurons (Fig 2). We examined populations of ganglion cells using probes to synuclein-γ *(Syn-*γ*)*[29,41] and *Cartpt*[42](Fig 2A, 2A’, 2B and 2B’), amacrine cells by expression of *Tcfap2α*[43](Fig 2C and 2C’), GABAergic amacrine cells by means of *Gad1*[44](Fig 2D and 2D’), glycinergic amacrine cells by *Slc6a9* (Fig 2E and 2E’)[44], horizontal cells with a probe to *Septin4 (Sept4)*[40](Fig 2F and 2F’), cone photoreceptors by opsin1, short wavelength sensitive (*Opn1SW*) (Fig 2G and 2G’), rod photoreceptors by expression of *Nrl*[45](Fig 2H and 2H’), bipolar cells by *Vsx2*[30](Fig 2I and 2I’), and Müller glia by *Clusterin (Clus)*[40](Fig 2J and 2J’). However, no major changes were observed in these primary classes and subclasses of retinal neurons in the *Trim9* deficient retinas.

**Fig 2:**
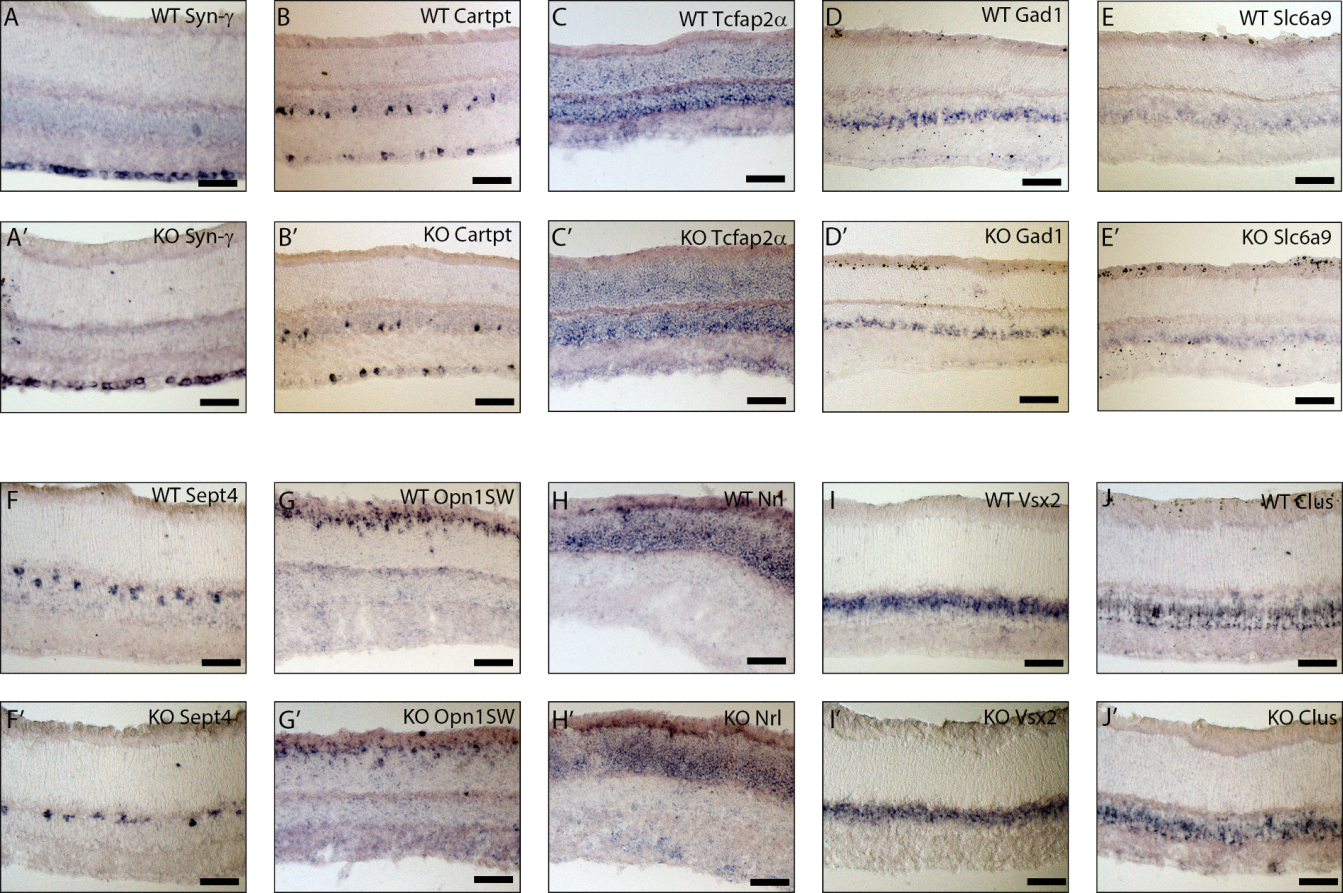
Characterization of retinal neurons in adult WT and *Trim9* deficient mouse retinas using *in situ* hybridization. *In situ* hybridization was used to identify populations of retinal neurons in WT and *Trim9* knockout littermates. Probes staining all RGCs (*Syn-γ;* A, A’), a subset of RGCs (*Cartpt;* B, B’), amacrine cells (*Tcfap2α;* C, C’), GABAergic amacrine cells (*Gad1;* D, D’), glycinergic amacrine cells (*Slc6a9;* E, E’), horizontal cells (*Sept4;* F, F’), short-wave cones (*Opn1SW;* G, G’), rod photoreceptors (*Nrl;* H, H’), bipolar cells (*Vsx2;* I, I’), and Müller glia (*Clus;* J, J’) were employed. Scale bars represent 100 μm.

Next, we wished to assess if there were any changes in broad populations of retinal neurons that we failed to detect by *in situ* hybridization. We thus performed antibody stains on retinal cryosections from *Trim9* deficient mice and their wildtype littermates. We inspected populations of horizontal, amacrine and ganglion cells (antibodies to CALB[44] and CALR[44], Fig 3A and 3A’), amacrine cells (antibodies to TCFAP2α[43] and CHAT)[46], Fig 3B, 3B’, 3C and 3C’), rod photoreceptors (anti-RHO4D2, Fig 3D and 3D’) and bipolar cells (antibodies to VSX2[30] and PKCα[44], Fig 3E, 3E’, 3F and 3F’). The *Trim9* knockout mice failed to display any significant changes in their populations of retinal neurons when compared to their wildtype littermates.

**Fig 3:**
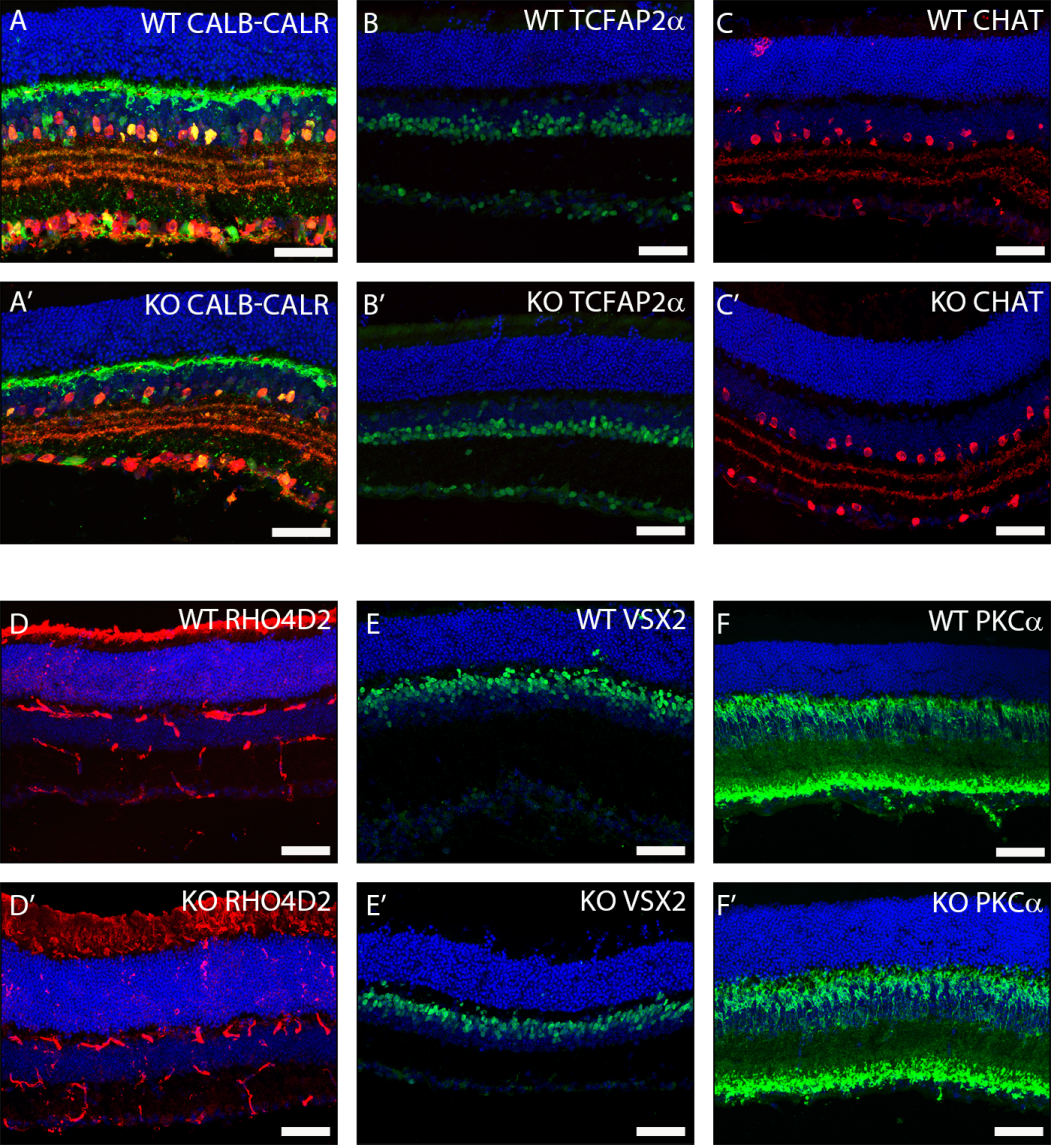
Morphological characterization of adult WT and *Trim9* deficient mouse retinas using immunohistochemistry on cryosections. Immunohistochemistry for different retinal neurons was performed on adult cryosections from WT and *Trim9* knockout littermates using antibodies for RGCs, amacrine cells and horizontal cells (anti-CALB and anti-CALR; A, A’), amacrine cells (anti-TCFAP2α; B, B’), cholinergic amacrine cells (anti-CHAT; C, C’), rod photoreceptors (anti- RHO4D2; D, D’), bipolar cells (anti-VSX2; E, E’ and anti-PKCα; F, F’). DAPI (blue) shows nuclear staining. Scale bars represent 50 μm.

It is possible that any smaller differences might have been difficult to detect on an initial screen of retinal sections. Therefore, to more rigorously quantify any differences in retinal cell number between the wildtype and *Trim9* knockout mice, we performed immunohistochemistry on flat-mounted retinas. For each antibody used, we separated the retina into four different quadrants and quantified using images taken from each distinct quadrant. We used anti-CALB and anti-CALR antibodies to visualize a combination of amacrine, horizontal and ganglion cells, since these comprise most of the major early born cell types of the retina (Fig 4A–4C’). *Brn3a* has been shown to be expressed by a large fraction of RGCs[47], while OPN4 labels a subset of melanopsin positive ganglion cells[48]. *Tcfap2α* is a characterized marker of amacrine cells[43]. Thus, we used anti-BRN3A, anti-OPN4 and anti-TCFAP2α antibodies to visualize populations of RGCs and amacrine cells (Fig 4D–4F’). Counting the cell numbers and comparing three separate retinas from wildtype and *Trim9* deficient littermates revealed no significant differences between the numbers of different cell types (Table 1).

**Fig 4:**
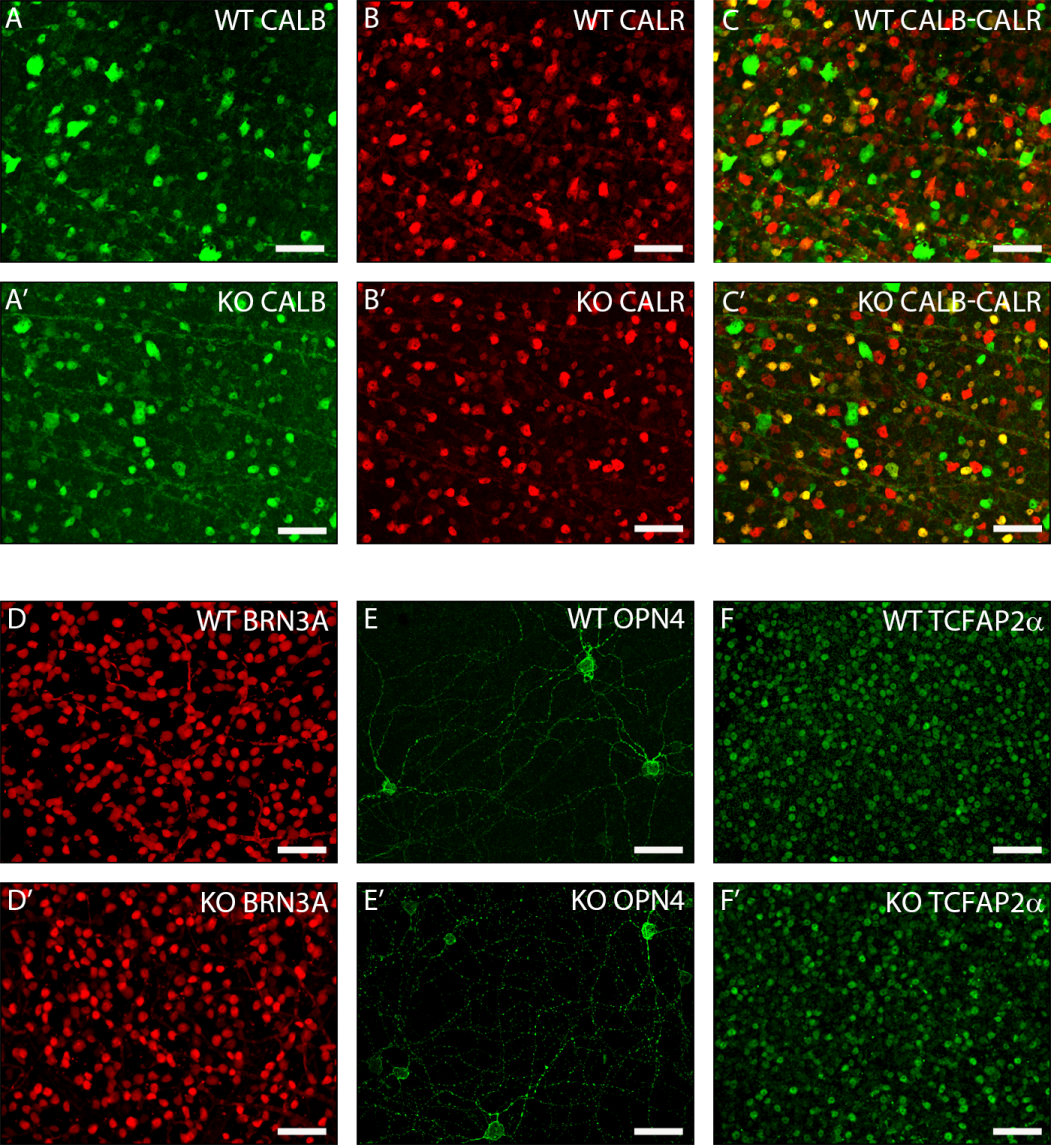
Quantitative assessment of retinal neurons in adult WT and *Trim9* deficient mouse retinas using immunohistochemistry on retinal flat-mounts. Immunohistochemistry was performed on flat-mounted adult retinas from WT and Trim9 knockout littermates. Confocal scans were performed on four different quadrants from each retina and the number of stained cells counted. Representative quadrant-matched images are shown. Antibodies for RGCs, amacrine cells and horizontal cells (anti-CALB and anti-CALR; A, A’- C, C’), a subset of RGCs (anti-BRN3A; D, D’), intrinsically sensitive RGCs (anti-OPN4; E, E’) and amacrine cells (anti-TCFAP2α; F, F’). DAPI (blue) shows nuclear staining. Scale bars represent 50 μm.

**Table 1:** Quantification of neuronal populations using flat-mount immunohistochemistry.

Antibody	Average # of cells in WT ± SEM	Average # of cells in KO ± SEM	P-value
Anti-CALR	196.66 ± 12.77	148 ± 14.14	0.38793459
Anti-CALB	193.33 ± 38.42	265.33 ± 29.24	0.210249502
Anti-BRN3A	338.25 ± 40.55	344.25 ± 41.90	0.921395545
Anti-TCFAP2α	367.25 ± 97.48	356.25 ± 90.14	0.936669398
Anti-OPN4	9.75 ± 1.65s	9.5 ± 1.7	0.977444685

Immunohistochemistry was performed on flat-mounted adult retinas from WT and *Trim9* knockout littermates using antibodies to CALR, CALB, BRN3A, TCFAP2α and OPN4. Retinal neurons were counted manually from four fields of view. Average cell counts with standard errors of mean (SEM) and P-value are shown in Table 1.

Since *Trim9* is expressed during development, it is conceivable that a phenotype may manifest itself early and then be compensated for later. Therefore, we examined developing wildtype and *Trim9* knockout retinas at embryonic stages. *In situ* hybridization was performed on cryosections of embryonic day (E)14.5 pups. Probes specific for developing photoreceptors (*Otx2*[49]), developing ganglion cells (*Syn-γ* and *Ebf3*[50]), and RPCs (*Vsx2*[30]) were examined. Despite the robust expression of *Trim9* at this stage, no major changes were observed in each of these developing neuronal populations (data not shown).

Since our observations failed to support our hypothesis that *Trim9* plays a role in cell fate determination in the retina, we decided to examine other aspects of retinal development such as RGC morphology. As it was previously reported that *Trim9* plays a role in axon branching and guidance in the cerebral cortex[26], we hypothesized that the retinas of *Trim9* deficient mice may show defects in axon morphology or neurite branching. In order to better visualize a large subset of retinal ganglion cells, we used an antibody to SMI-32, a heavy chain non-phosphorylated neurofilament protein component of axons that labels alpha-RGCs[51,52]. Again, we failed to observe any reproducible changes in the morphologies of alpha-RGCs (Fig 5A and 5A’).

**Fig 5:**
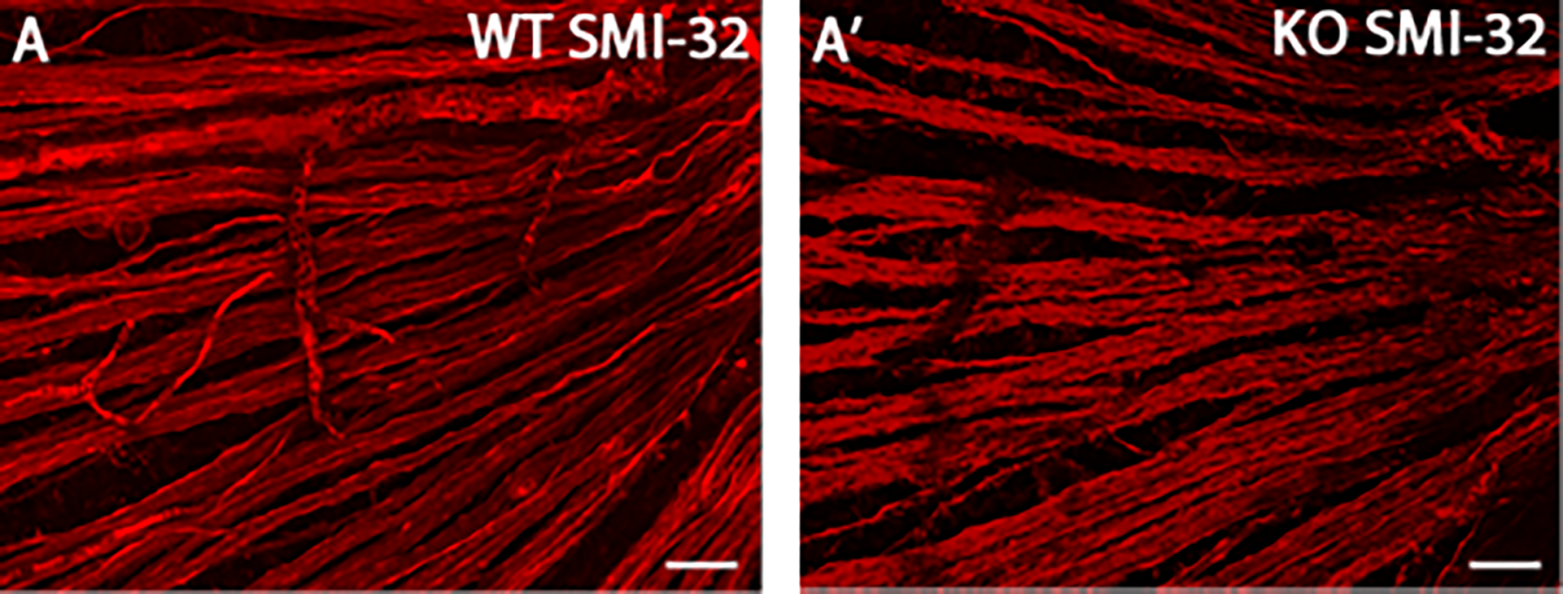
Visualization of RGCs and their processes in adult WT and *Trim9* deficient flat-mounted mouse retinas. Retinas obtained from WT and *Trim9* knockout mice were flat-mounted and immunohistochemistry was performed using the anti-SMI-32 antibody (A, A’). Scale bars represent 50 μm.

The single cell transcriptome data showing that *Trim9* is only found in a subset of *Atoh7*+ cells (S1 Fig) raised the possibility that subsets of developing ganglion cells may be affected in the retinas of *Trim9* deficient mice, rather than the whole population of RGCs. Since RGCs are a small percentage of retinal cells, a phenotype confined to a specific subtype may have escaped detection when examining whole retinas by *in situ* hybridization or immunohistochemistry. Thus, we employed quantitative real time PCR (qPCR) to characterize potential differences in subsets of ganglion cells, utilizing specific markers of ganglion cell subsets. These included *Brn3a*, *Drd2*, *Drd4*, *Tbr2*, *Scn4*, *Mmp17*, *Cdh6*, *Unc5d*, *Jam2*, and *Spig1*. *Brn3a*, a gene encoding a POU-domain containing transcription factor is a marker of ganglion cells that project to the contralateral superior colliculus and the dorsal lateral geniculate nucleus[53]. *Drd4* expression marks the ON-OFF direction sensitive ganglion cells (DSGCs) that prefer nasal motion[54]. *Tbr2* is a selective marker of the intrinsically photosensitive ganglion cell population expressing *Opn4*[55]. *Mmp17* and *Cdh6* are reported markers of the ON-OFF DSGCs[42]. A gene encoding a netrin receptor, *Unc5d* is expressed by ON RGCs[55]. *Jam2* labels a population of OFF RGCs, also called J-RGCs[56]. *Spig1* is a known marker of ON DSGCs[42]. The expression of all these genes remained unchanged in the *Trim9* KO retina when compared to wild type littermates (Fig 6), indicating that loss of *Trim9* does not affect the identifiable subsets of RGCs in the retina.

**Fig 6:**
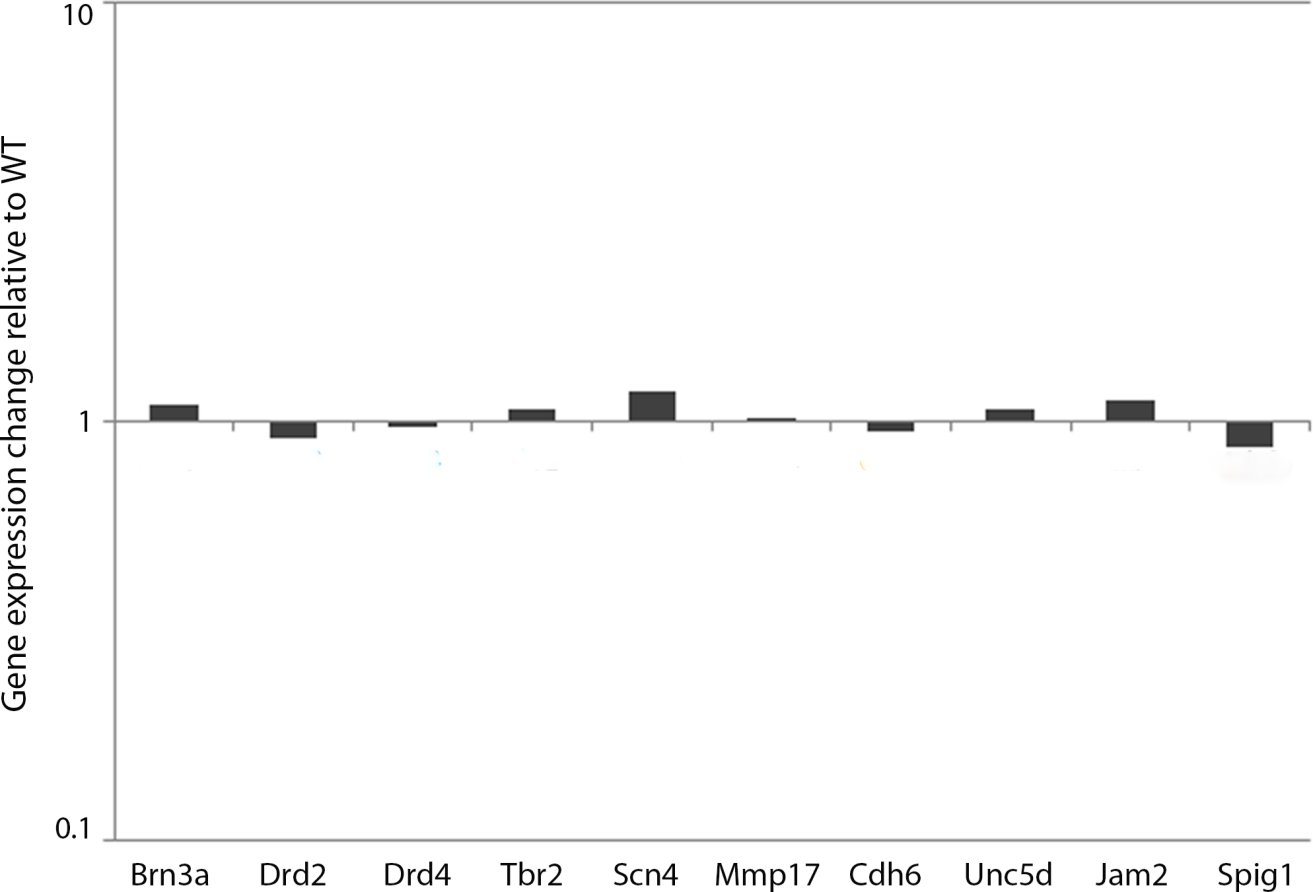
Examination of RGC subset genes in WT and *Trim9* deficient mice using quantitative real time PCR (qPCR). RNA was isolated from retinas of adult WT and *Trim9* knockout mice and qPCR was performed using primers specific for RGC subsets marked by expression of the genes *Brn3a*, *Drd2*, *Drd4*, *Tbr2*, *Scn4*, *Mmp17*, *Cdh6*, *Unc5d*, *Jam2* and *Spig1*. Error bars indicating standard deviation were calculated in Microsoft Excel.

Finally, since we did not detect any developmental phenotypes in *Trim9* deficient retinas, we decided to employ a more unbiased approach and performed a transcriptomic analysis of *Trim9* mutant retinas compared to WT retinas. 

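RNA from the retinas of adult WT (n = 3) and *Trim9* KO (n = 3) littermates was measured on Affymetrix mouse genome arrays, with 1 array per sample. The array reads each transcript with a probe set, a group of short probes, and 64 of the probe sets are controls. The authors deposited 1 signal per probe set and array. The paper's methods name RMA in the Bioconductor Affy package, which gives values on a log2 scale, while the submitters' processing notes name MAS5, which gives linear values. The deposited signals are linear: the lowest is 0.314, and the mean with 2% of the values trimmed at each end is 1500.0 on all 6 arrays. They therefore carry the authors' scaling of each array, but their medians still differ, from 218 on the array of WT replicate 1 to 807 on that of KO replicate 1. The amplification kit is MessageAmp II in the paper's methods and MessageAmp III in the submitters' notes, and one field of those notes speaks of embryos where the others give adult retina. The adult stage stated in the paper was used.

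From there the signals were taken to log2, with signals under 1 set to 1. Each gene was read from the brightest of its probe sets that carry exactly 1 gene symbol, which covers 18193 genes. The 12081 genes whose mean log2 signal lay above the median of all probe sets (8.18) were tested with limma, with an intensity trend in the variance and Benjamini-Hochberg adjustment. The choice of probe set and this filter on dim genes can change the value of a gene.

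Retinas of the same genotype were no more alike than retinas of different genotype. Across the genes tested, which are not independent replicates, the log2 signals had a mean correlation of 0.701 within WT (3 pairs), 0.646 within *Trim9* KO (3 pairs) and 0.678 between the groups (9 pairs). The closest pair was WT replicate 1 with KO replicate 3 (r = 0.922), and KO replicate 1 had the lowest mean correlation with the other arrays (0.524). The hybridization spike-ins, RNAs added to each sample in fixed amounts, had a median log2 signal of 22.45 on KO replicate 1 and of 14.42 to 20.11 on the other 5 arrays. The ratio of the 3′ to the 5′ probe set of *Gapdh*, which is high where the RNA is broken or incompletely copied, was 0.905 on WT replicate 3 and between 82.0 and 310 on the other 5. The ratio for *Actb* was 2.83 on KO replicate 1, 3.43 on WT replicate 3, 9.87 on WT replicate 2, 20.2 on WT replicate 1, 90.5 on KO replicate 3 and 94.5 on KO replicate 2. The median standard error of a gene's log2 change was 0.91, so that 3 arrays per group resolve only large changes. Data were simulated with the spread of each gene on these arrays and with noise independent between genes. At an adjusted p under 0.05 limma called 0% of the 2-fold, 0.149% of the 4-fold and 5.61% of the 16-fold changes. The measured arrays also share structure between genes, which the simulation leaves out.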

Our belief was that any changes at the transcriptional level could lead to the discovery of unpredicted phenotypes in the *Trim9* deficient retinas. 

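*Trim9*, the targeted gene, gave a lower signal in all 3 KO retinas than in all 3 WT retinas on 2 of its 4 probe sets. On the brightest, from which the gene was read, the linear signal was 4226, 1767 and 1667 in WT and 1498, 497 and 367 in KO. The mean log2 signal there was 11.18 ± 0.75 (SD, n = 3) in WT and 9.34 ± 1.07 (SD, n = 3) in *Trim9* KO, a log2 change of -1.84 (standard error 0.85), or 3.57-fold. On the probe set with the largest difference the means were 11.06 ± 0.42 (SD, n = 3) and 8.40 ± 2.84 (SD, n = 3), a log2 change of -2.66. Its linear signal was 35.9 in KO replicate 1, 1414 in KO replicate 2 and 759 in KO replicate 3, against 1526 to 2583 in WT. The groups overlapped on the probe sets ending in _s_at (log2 change -0.78) and _x_at (log2 change -0.59), which are of the types that can share signal with related transcripts.

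By a two-sided exact permutation test, p was 0.1 for each of the separated probe sets, the smallest value that 3 retinas against 3 allow. The exact p was 0.2 for the _s_at and 0.5 for the _x_at probe set. In limma the gene had an unadjusted p of 0.0516 and an adjusted p of 0.960. Leaving out KO replicate 1 gave a log2 change of -2.44 and an unadjusted p of 0.00775 from limma. The log2 change ranged from -1.40 to -2.44 when each array was left out in turn. Leaving out any other single array raised limma's unadjusted p, to between 0.0656 (without WT replicate 3) and 0.200 (without WT replicate 1). The submitters' notes place the deletion at exon 1; where each probe set lies relative to it is not given in the sources used here, so a remaining signal on a probe set outside that exon does not test the genotype.

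**Figure D1:**
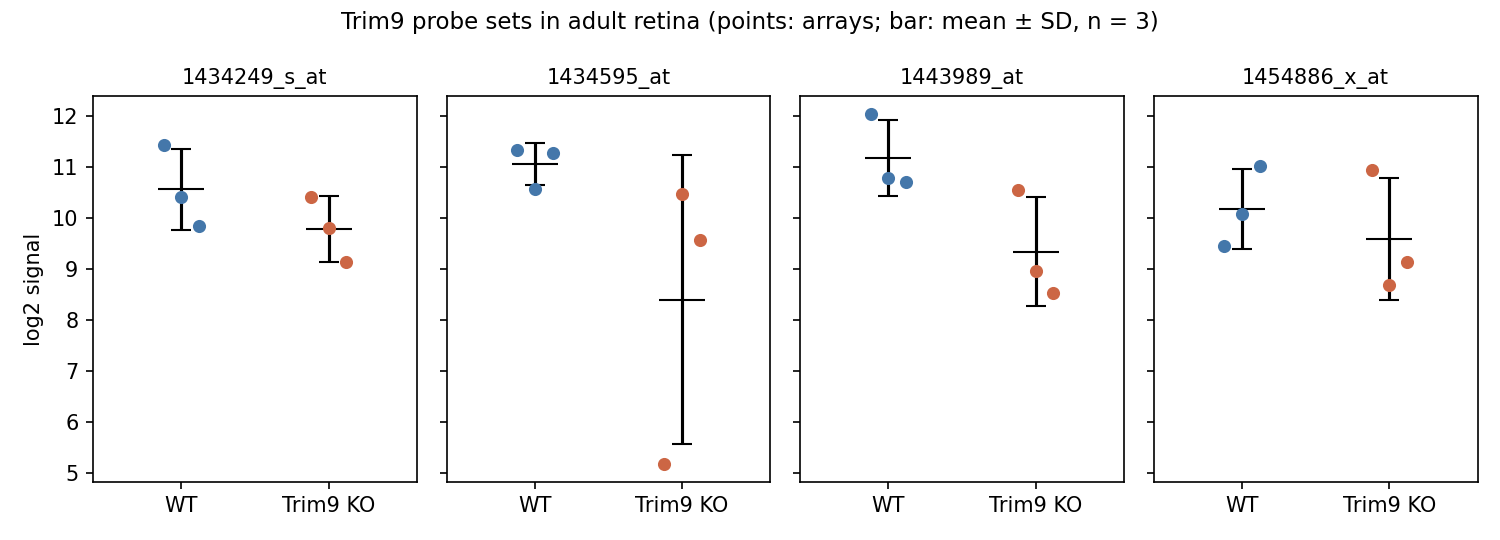
Log2 signal (vertical axis) of each *Trim9* probe set in adult WT and *Trim9* KO retinas; points are arrays, and the horizontal bar and whiskers are the mean and SD (n = 3). The KO points lie below all WT points on the 2 probe sets with log2 changes of -2.66 and -1.84.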

To that end, we performed microarrays on adult WT and *Trim9* knockout littermates (n = 3) (full data set available from the Gene Expression Omnibus, GEO database NCBI, accession number: GSE114323). The downregulated genes on this list did not point to a discrete cell fate phenotype and were potentially involved in a diverse number of processes. 

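No retinal cell type stood apart in the *Trim9* KO retina by the test, although the marker lists of all 7 had a median log2 change below 0. The medians were -0.50 for 18 rod genes, -0.79 for 14 cone genes, -0.39 for 15 bipolar genes, -0.51 for 15 Müller glia genes, -0.39 for 16 amacrine genes, -0.12 for 7 horizontal cell genes and -0.30 for 17 RGC genes. The sign of 3 of them rested on single arrays: the RGC median was 0.26 without WT replicate 3, the Müller median 0.27 without KO replicate 1, and the horizontal median 0.02 without WT replicate 2 and 0.11 without KO replicate 3. Over 15 alternatives in processing and arrays left out (all but centring, which shifts all genes alike), the medians ranged from -1.10 (without WT replicate 1) to -0.17 (without WT replicate 2) for rods, -1.17 to -0.18 for cones (-0.31 without WT replicate 3), -0.90 to -0.29 for bipolar cells, -0.66 to -0.027 for amacrine cells (highest without WT replicate 3), -0.81 to 0.27 for Müller glia, -0.43 to 0.35 for horizontal cells and -0.40 to 0.26 for RGCs. *Sag*, the rod arrestin, had a log2 change of -1.35 (standard error 0.87). *Opn1sw*, the short-wavelength cone opsin, had one of -1.59 (standard error 0.98), and *Otx2*, a transcription factor of photoreceptors and bipolar cells, one of -1.64 (standard error 1.03). *Rlbp1*, a retinoid carrier of Müller glia, stood at -1.22 (standard error 0.73).

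RGC genes went both ways. *Nefm*, the medium neurofilament chain, had a log2 change of -3.64 (standard error 1.11), with all 3 KO retinas below all 3 WT retinas. *Opn4*, the melanopsin of intrinsically photosensitive ganglion cells, stood at 2.13 (standard error 0.91) and *Pou4f1*, which encodes Brn3a, at 1.73 (standard error 0.67), both with all KO retinas above all WT retinas. Their unadjusted p from limma was 0.00665 for *Nefm*, 0.0369 for *Opn4* and 0.0245 for *Pou4f1*. The groups overlapped for the other 14 RGC genes, among them *Nefl* and *Sncg*.

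Genes of tissue next to the neural retina had positive medians. For 12 genes of the pigment epithelium the median log2 change was 0.80, with 9 of 12 estimates positive but a median of -0.14 without KO replicate 3, and for 6 genes of the ciliary body, iris and cornea it was 0.64, with 6 of 6 positive. Over the same alternatives these medians ranged from -0.14 to 1.31 (without KO replicate 2) and from 0.29 (with quantile normalization) to 1.52 (without KO replicate 1 and WT replicate 3), the latter list standing at 1.45 without KO replicate 1. *Dct*, a melanin enzyme, stood at 1.75 (standard error 0.92), and *Opcml*, an adhesion molecule carried by neurons, at 1.73 (standard error 0.71). The signal of *Opcml* can thus come from the neural retina itself.

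No member of these 9 lists passed limma's adjusted p of 0.05, over all genes or adjusted over the list alone; 3 of the 99 retinal genes and 1 of the 18 others had an unadjusted p under 0.05. Of the 99 retinal genes, 68 had a negative estimate, 4 had all KO retinas below all WT retinas and 4 the opposite, where chance separates 10%. With camera, which compares a list with all other genes, the adjusted p was 0.338 to 0.956 for the 7 retinal lists, 0.347 for the pigment epithelium and 0.338 for the ciliary body, iris and cornea. The retinal markers also differed between arrays of one genotype: the median percentile of the 99 genes within each array was 88.0, 80.8 and 72.8 in WT and 77.7, 76.8 and 72.0 in KO (two-sided exact permutation test, p = 0.4). It was lowest on WT replicate 1, KO replicate 2 and KO replicate 3, the arrays with the highest *Actb* ratios, and the rod list split in the same way (89.3 to 92.6 on these arrays, 98.3 to 99.7 on the others). The 18 genes of adjacent tissue had a median percentile of 69.4 in KO replicate 3 and of 41.8 to 50.1 on the other 5 arrays (exact permutation test, p = 0.7). That peak came from the pigment epithelium list (77.2 in KO replicate 3, 39.6 to 55.0 on the others). The ciliary list was higher on all 3 KO arrays (37.0, 50.2 and 45.4) than on all 3 WT arrays (16.4, 22.6 and 13.7), and the Müller list lower (76.0, 85.6 and 86.7 in KO; 88.0, 88.9 and 88.1 in WT). Such a separation was found in 6 of the 36 lists tested, where chance gives 10% of unrelated lists. Under other processing, camera called the rod list with the arrays quantile normalized (adjusted p = 0.00431, limma), weighted by quality (0.0260), without WT replicate 1 (0.0267) and without KO replicate 1 (0.0203), in a range of 0.00431 to 0.850 over 16 alternatives. Without KO replicate 1 camera also called the ciliary list (adjusted p = 0.0351, limma; range 0.0351 to 0.645), and without KO replicate 2 it called the pigment epithelium (0.0333; range 0.0333 to 0.916). With all arrays and an estimated correlation between genes, camera's adjusted p was 0.803 for rods, 0.714 for the ciliary list and 0.815 for the pigment epithelium.

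**Figure D2:**
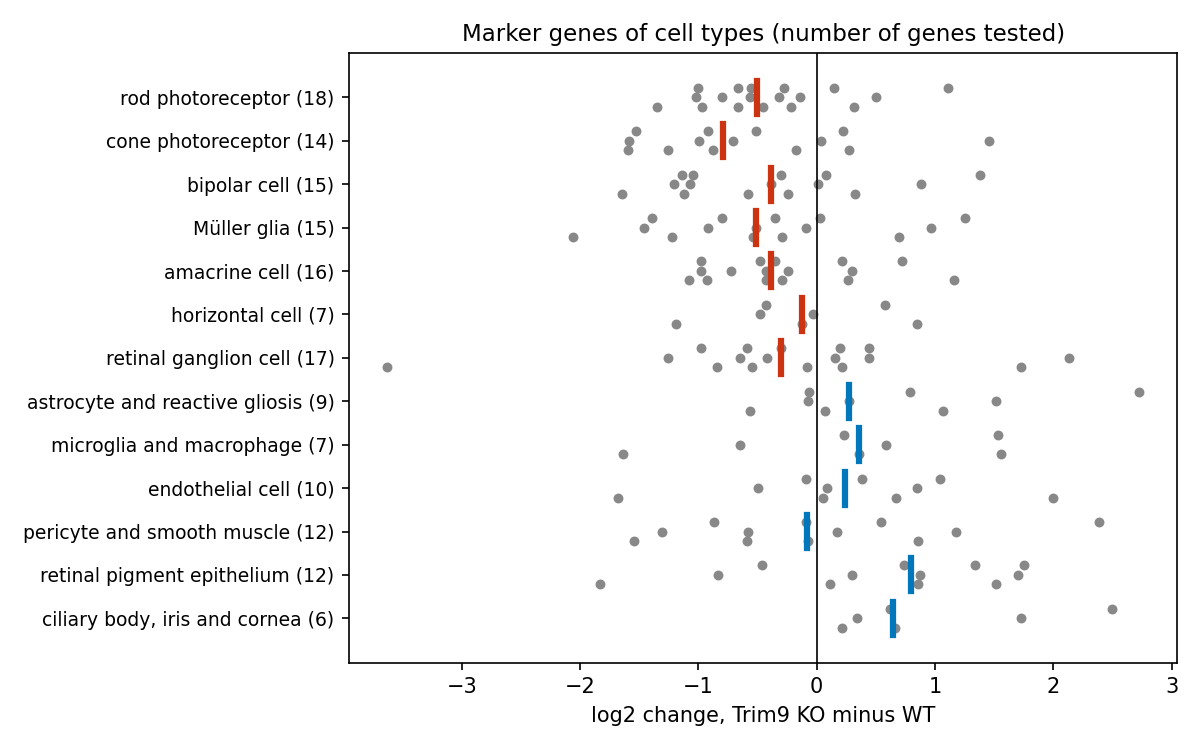
Log2 change (horizontal axis, *Trim9* KO minus WT) of the marker genes of each cell type (points) with the list median (thick bar, red for retinal cell types and blue for other cell types of the eye); the number of genes tested stands in parentheses. The 7 retinal medians lie between -0.79 and -0.12, and the pigment epithelium median lies at 0.80.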

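The 100 genes with the largest fold below WT in the *Trim9* KO retina reached from 22.8-fold for *Abhd8* to 6.05-fold for the hundredth gene. *Abhd8*, which encodes an alpha/beta hydrolase domain protein, had a log2 change of -4.51 (standard error 1.31). Next came *Rabac1*, a prenylated Rab acceptor (18.2-fold), *Ppp1r37*, a protein phosphatase regulator (14.3-fold), *Slc39a7*, a zinc transporter (14.3-fold), and *Ptpra*, a receptor tyrosine phosphatase (13.5-fold). These folds are imprecise at their dim end: the mean log2 signal in KO was 6.11 for *Abhd8* and under the filter's 8.18 for 64 of the 100 genes, and the deposited file has no detection calls. *Evl*, an actin regulator of the Ena/VASP family, was 11.0-fold lower on average, but its log2 signal varied by an SD of 4.15 between the 3 KO retinas. The genes with the smallest p among those with all KO retinas below all WT retinas included *Ccndbp1*, a cyclin D binding protein (log2 change -3.15, standard error 0.81), *Dld*, a dehydrogenase shared by mitochondrial complexes (log2 change -3.43, standard error 0.99), and *Sat1*, the polyamine acetyltransferase (log2 change -3.29, standard error 0.95). Outside the 100, *Uqcrfs1*, the Rieske subunit of respiratory complex III, had a log2 change of -2.24 (standard error 0.70).

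Of the 100 genes, 45 had all KO retinas below all WT retinas and 70 had an unadjusted p under 0.05 from limma, counts that the ranking by fold itself raises. Of all 12081 genes, 0 passed limma's adjusted p of 0.05 (smallest 0.960). At an unadjusted p under 0.05 there were 115 higher and 173 lower genes, where chance alone gives 604. All KO retinas lay above all WT retinas for 547 genes and below them for 413, together 7.95% of genes, where chance gives 10%. Of the 100 lower genes, 62 had their lowest signal on KO replicate 1 and 63 their highest on WT replicate 3. Each array centred on its median gave 21 higher and 161 lower genes, so that 88.5% of them were lower in place of 60.1%, and moved the median log2 change of all genes to -0.33. The counts moved with single arrays: there were 394 higher genes without WT replicate 1, 195 without KO replicate 1, 75 without WT replicate 3 and 27 without KO replicate 2, and 499 lower genes without WT replicate 1, 414 without KO replicate 3, 301 without KO replicate 1, 40 without WT replicate 2 and 28 without WT replicate 3. Without KO replicate 1, 33 of the 100 lower genes remained among the 100.

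**Figure D3:**
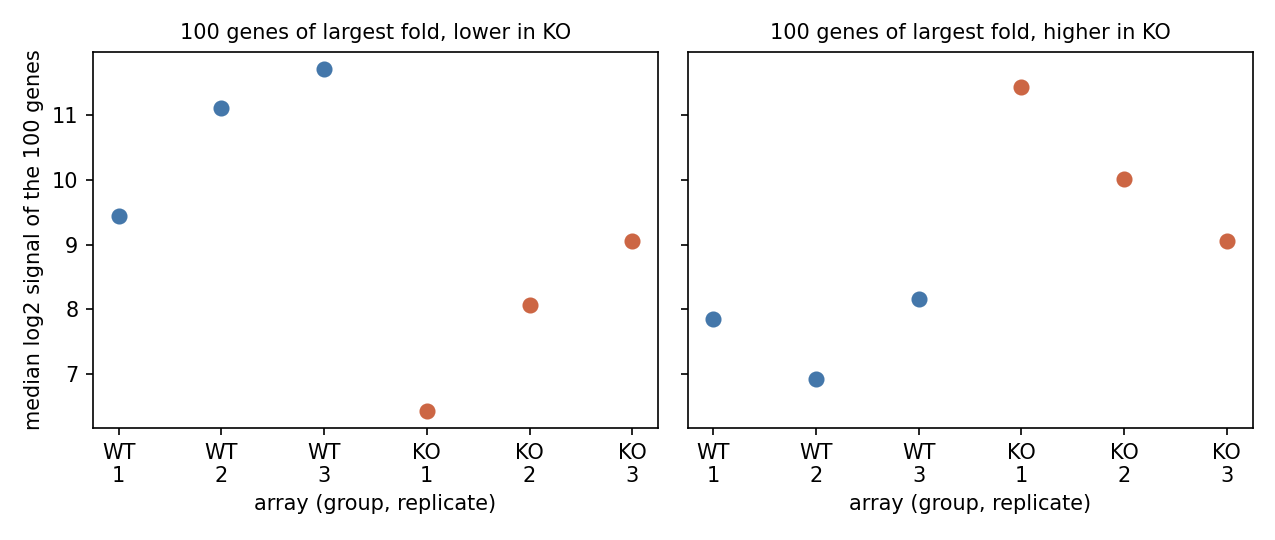
Median log2 signal (vertical axis) on each array of the 100 genes with the largest fold below WT (left) and above WT (right) in *Trim9* KO; each point is 1 array. The lower genes have their lowest median on KO replicate 1 (6.42) and their highest on WT replicate 3 (11.72), and the higher genes have their highest on KO replicate 1 (11.43).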

To more thoroughly examine the microarray data, gene ontology analysis was performed on the 100 most downregulated and upregulated genes (with approximately a 1.5 to two-fold change in expression levels) in the *Trim9* knockout retina and genes were classified according to biological process (Table 2), cellular component (Table 3) and molecular function (Table 4). Among the biological processes affected were catabolic processes (enrichment FDR = 0.001–0.003) and apoptotic and cell death pathways (enrichment FDR = 0.0037–0.0098). 

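Genes of apoptosis and neuron death went both ways in the *Trim9* KO retina. Of 31 such genes, 20 had a positive and 11 a negative estimate, with a median log2 change of 0.18 and of -0.011 without KO replicate 3. *Bok*, a pro-apoptotic member of the Bcl-2 family, had a log2 change of -2.06 (standard error 1.10), *Bcl2l2*, a pro-survival member, one of -1.16 (standard error 0.80), and *Casp8*, an initiator caspase, one of 1.49 (standard error 1.02). Of 33 ubiquitin-conjugating enzymes, which take part in attaching ubiquitin to proteins, 23 had a negative estimate (median log2 change -0.49, but -0.020 without KO replicate 1). *Ube2n*, the enzyme of lysine-63 chains, stood at -2.70 (standard error 1.26), with an SD of 3.09 between the KO retinas.

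The 14 genes of methylglyoxal and aldehyde metabolism had a median log2 change of 0.49 (-0.0073 without WT replicate 2), with 10 estimates positive. *Aldh7a1* stood at -1.78 (standard error 1.55) and *Aldh9a1* at 1.28 (standard error 0.69). The 19 genes of cholesterol and steroid metabolism split into 9 positive and 10 negative estimates, and their median of -0.19 turned to 0.07 with quantile normalization and to 0.0095 without KO replicate 1, but was -0.39 without KO replicate 2 and -0.59 without probe sets ending in _x_at. Over 15 alternatives (all but centring, which shifts all genes alike) the medians ranged from -0.011 to 0.47 for apoptosis, -0.53 to 0.0021 for the conjugating enzymes, -0.0073 to 0.94 for aldehyde and -0.59 to 0.20 for steroid metabolism. *Msmo1*, a sterol oxidase, had a log2 change of -2.66 (standard error 1.14), while *Dhcr7*, a later enzyme of the pathway, had one of 1.66 (standard error 1.11).

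None of these genes passed limma's adjusted p of 0.05, over all genes or adjusted over the list alone, and 1, *Msmo1*, had an unadjusted p under 0.05 (0.0371). The adjusted p of camera was 0.661 for apoptosis, 0.347 for the conjugating enzymes, 0.526 for aldehyde and 0.736 for steroid metabolism. *Ube2n* and *Msmo1* were the list members among the 100 lowest genes, and no member of the apoptosis or aldehyde list was (Fisher's exact test, one-sided, adjusted p = 1 for each list). *Ube2ql1*, named as a conjugating enzyme but missing from the list, was also among the 100 (log2 change -3.69, standard error 1.14). The apoptosis list is much shorter than the paper's apoptosis terms, so other apoptosis genes can be among the 100. The lists follow the themes of Table 2 but are not the ontology terms themselves, and since the study found those themes on these retinas their direction is not independent evidence.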

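Proteasome and nucleolar genes went both ways in the *Trim9* KO retina. Of 45 proteasome genes, 29 had a negative estimate and 16 a positive one (median log2 change -0.57, and -0.11 without WT replicate 3). Their median percentile split by the *Actb* ratios of the arrays, a grouping chosen after the results were seen, and overlapped between the genotypes. It was 57.1 on WT replicate 1, 58.3 on KO replicate 2 and 56.3 on KO replicate 3, which have the highest ratios. On WT replicate 2, WT replicate 3 and KO replicate 1 it was 76.8, 88.0 and 70.9. The mean difference of -21.3 was the largest in size of all lists tested, and some lists showed almost none (0.0097 for the other TRIM genes). Negative estimates at an unadjusted p under 0.05 belonged to 5 of them: the assembly chaperones *Psmg2* (log2 change -2.26, standard error 0.76) and *Psmg3* (log2 change -2.69, standard error 1.12), the ubiquitin receptor *Psmd4* (log2 change -2.13, standard error 0.93), the lid subunit *Psmd8* (log2 change -3.07, standard error 1.40) and the core subunit *Psmb1* (log2 change -1.31, standard error 0.58). *Psmd8* was named after its value was seen. Of 64 nucleolar genes, 30 had a positive and 34 a negative estimate (median log2 change -0.09, and 7.7e-05 without KO replicate 2). *Nop56*, a core protein of the complexes that methylate ribosomal RNA, stood at -2.93 (standard error 1.18) on a probe set that can share signal with related transcripts, with an SD of 2.87 between the KO retinas, and *Nol12* at 1.89 (standard error 0.90).

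Myelin and microtubule genes showed no common direction. Among 8 myelin genes, 6 had a positive estimate, and *Mbp*, the myelin basic protein, had a log2 change of -2.24 (standard error 0.95, unadjusted p of 0.0370 from limma) on a probe set of the same type. Among 32 tubulins and microtubule proteins, 17 estimates were positive, and *Tubb2b* stood at 2.21 (standard error 0.98, unadjusted p of 0.0440 from limma). The medians of these 2 lists were 0.16 and 0.23. Without WT replicate 3 the myelin median was -0.0035, and without WT replicate 2 the microtubule median was -0.0087; the mean of the myelin genes was -0.15, the direction that camera gives. Over 15 alternatives (all but centring, which shifts all genes alike) the medians ranged from -0.88 to -0.11 for the proteasome, -0.30 to 0.014 for the nucleolus, -0.13 to 0.42 for myelin and -0.063 to 0.42 for microtubules.

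No gene of the 4 lists passed limma's adjusted p of 0.05, over all genes or adjusted over the list alone. For the proteasome list camera gave an unadjusted p of 0.0331 and an adjusted p of 0.338; the adjusted p was 0.733 for the nucleolus, 0.903 for myelin and 0.542 for microtubules. *Psmd8* and *Psmg3* were among the 100 lowest genes, where 0.372 proteasome genes would fall by chance (Fisher's exact test, one-sided, p = 0.0534, adjusted p = 1). *Nop56* was the only member of the nucleolar list among them, against 0.530 by chance (p = 0.413 and adjusted p = 1 by the same exact test). That list is much shorter than the paper's nucleolus term, so other nucleolar genes can be among the 100. The proteasome list passed camera, of limma, without KO replicate 1 (adjusted p = 0.0406) and without the probe sets ending in _x_at (adjusted p = 0.0467), in a range of 0.0406 to 0.749 over 16 alternatives, but not with all arrays and an estimated correlation (0.714). These lists follow themes that the study found on these retinas and are not the ontology terms, so their direction is not independent evidence.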

Cellular component analysis indicated that the gene products were located predominantly in the nucleolus (enrichment FDR = 0.0009) or were part of proteasome (enrichment FDR = 0.0005), catalytic (enrichment FDR = 0.0005) or endopeptidase complexes (enrichment FDR = 0.0005). Functionally, gene products were involved in RNA or protein binding (enrichment FDR = 0.0003) or ubiquitin protein ligase binding (enrichment FDR = 0.0197). 

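RNA helicases and small RNA enzymes showed no common direction in the *Trim9* KO retina. Of 43 helicases of the DEAD and DEAH box families, 22 had a positive and 21 a negative estimate, and the median log2 change was 0.06. It turned negative without WT replicate 1 (-0.044), WT replicate 2 (-0.024), WT replicate 3 (-0.14) or KO replicate 3 (-0.062), and it was -0.52 without probe sets ending in _x_at and -0.23 without the filter on dim genes. *Ddx20*, a partner of the survival motor neuron protein, had a log2 change of -2.32 (standard error 1.26) and an SD of 3.04 between the KO retinas, and *Ddx39a*, a helicase of messenger RNA export, one of 1.11 (standard error 0.66). Of 12 genes of small RNA processing, 7 had a positive estimate (median log2 change 0.32, and -0.070 with the mean of a gene's probe sets). *Drosha*, the nuclear ribonuclease III of microRNA processing, stood at 1.31 (standard error 0.75) on a probe set ending in _s_at, and *Ago4*, an Argonaute protein, at 1.27 (standard error 1.02).

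Deubiquitinases were evenly split, with 35 positive and 32 negative estimates among 67 genes (median log2 change 0.02). The deubiquitinase median was -0.19 without WT replicate 2, -0.16 without KO replicate 2 and -0.095 without KO replicate 3. Over 15 alternatives (all but centring, which shifts all genes alike) the medians ranged from -0.52 to 0.21 for the helicases, -0.070 to 0.57 for small RNA processing and -0.19 to 0.29 for the deubiquitinases. The means, -0.12 for the helicases and -0.14 for the deubiquitinases, had the opposite sign to the medians, as camera did. *Usp22*, the histone deubiquitinase of the SAGA complex, had a log2 change of -2.96 (standard error 1.17). Further negative estimates were those of *Usp40* (log2 change -2.25, standard error 1.03), *Usp32* (log2 change -1.56, standard error 0.73) and *Usp33* (log2 change -1.35, standard error 0.67).

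None of these genes passed limma's adjusted p of 0.05, over all genes or adjusted over the list alone, and 1, *Usp22*, had an unadjusted p under 0.05 (0.0267). It was also the member of these lists among the 100 lowest genes. The adjusted p of camera was 0.874 for the helicases, 0.515 for small RNA processing and 0.733 for the deubiquitinases. These lists too were chosen from themes that the study found on these retinas.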

While these downregulated genes provide some future avenues to explore, they did not definitively point to a specific phenotype for *Trim9* in the retina. In contrast to the downregulated genes, the genes upregulated in *Trim9* KO retinas were not observed as significantly involved in any particular process.

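The 100 genes with the largest fold above WT in the *Trim9* KO retina reached from 18.1-fold for *Ttll9*, a tubulin tyrosine ligase-like enzyme, to 5.25-fold for the hundredth gene. *Ttll9* had a log2 change of 4.18 (standard error 1.67). *Ctrl*, a chymotrypsin-like protease, was 13.0-fold higher on average, *Zfp28*, a zinc finger protein, 12.1-fold, *Cd52*, a leukocyte surface peptide, 9.92-fold and *Dsp*, the desmosomal desmoplakin, 8.77-fold. These folds too are imprecise at their dim end: the mean log2 signal in WT was 6.49 for *Ttll9*, 6.41 for *Ctrl*, 7.09 for *Zfp28* and 6.56 for *Cd52*, and under the filter's 8.18 for 87 of the 100 genes. *Phgdh*, the first enzyme of serine synthesis, and, outside the 100, *Gja1*, the gap junction protein connexin, had all KO retinas above all WT retinas, with log2 changes of 2.55 (standard error 0.77) and 2.01 (standard error 0.61). Both were read from probe sets that can share signal with related transcripts. *Gfap*, the filament protein of astrocytes and reactive Müller glia, stood at 2.73 (standard error 1.04, unadjusted p of 0.0222 from limma), also on such a probe set.

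Of the 100 genes, 55 had all KO retinas above all WT retinas and 47 had an unadjusted p under 0.05, again after ranking by fold. KO replicate 1 gave the highest signal for 85 of them, KO replicate 2 for 8 and KO replicate 3 for 7, while WT replicate 2 gave the lowest for 56. Of the 36 gene lists tested, 3 had a member among the 100: astrocytes (*Gfap*), the interferon response (*Irf9*) and the ciliary body, iris and cornea (*Krt5*, an epithelial keratin). Fisher's exact test, one-sided, gave an adjusted p of 1 for all 36 lists. Without the filter on dim genes the hundredth fold was 12.8 and 4 of the 100 genes remained; without KO replicate 1, 40 remained.

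Of the downregulated genes the paper states that they potentially take part in diverse processes, and that they offer avenues for later work but point to no definite phenotype of *Trim9* in the retina. Of the upregulated genes it states that no process was significantly represented.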

**Table 2:** Gene ontology analysis.

Enrichment FDR	Genes in list	Total genes	Functional Category
0.0010	18	1285	Cellular catabolic process
0.0010	14	785	Cellular macromolecule catabolic process
0.0021	19	1541	Organic substance catabolic process
0.0027	19	1602	Catabolic process
0.0037	14	963	Macromolecule catabolic process
0.0037	11	620	Cellular protein catabolic process
0.0037	7	229	Neuron apoptotic process
0.0037	8	312	Neuron death
0.0054	4	56	Cellular aldehyde metabolic process
0.0054	18	1660	Apoptotic process
0.0054	10	555	Apoptotic signaling pathway
0.0054	7	259	Intrinsic apoptotic signaling pathway
0.0058	18	1685	Programmed cell death
0.0066	6	190	Regulation of cellular protein catabolic process
0.0084	2	5	Methylglyoxal metabolic process
0.0084	11	740	Protein catabolic process
0.0098	18	1793	Cell death
0.0104	7	308	Regulation of cellular catabolic process
0.0115	16	1517	Cellular response to stress
0.0115	5	144	Negative regulation of neuron apoptotic process
0.0120	6	229	Steroid metabolic process
0.0123	2	7	Regulation of miRNA metabolic process
0.0192	12	992	Negative regulation of molecular function
0.0192	2	9	Aldehyde catabolic process
0.0193	3	41	Intrinsic apoptotic signaling pathway in response to oxidative stress
0.0220	3	44	RNA secondary structure unwinding
0.0220	14	1329	Regulation of apoptotic process
0.0228	6	275	Regulation of neuron death
0.0228	14	1343	Regulation of programmed cell death
0.0255	5	189	Negative regulation of neuron death

Microarray results were analyzed using the Bioconductor Affy package in R. RMA was employed for background adjustment and normalization[33]. The top hundred genes downregulated in the *Trim9* KO retinas obtained by microarray analysis were further classified using the ShinyGO v0.41 Gene Ontology Enrichment Analysis tool according to biological process. Enrichment FDR denotes the false discovery rate.

**Table 3:** Gene ontology analysis.

Enrichment FDR	Genes in list	Total genes	Functional Category
0.0009	14	871	Nucleolus
0.0050	4	71	Proteasome complex
0.0050	14	1121	Catalytic complex
0.0050	4	71	Endopeptidase complex
0.0113	4	93	Peptidase complex
0.0206	5	197	Myelin sheath
0.0491	6	361	Microtubule

Microarray results were analyzed using the Bioconductor Affy package in R. RMA was employed for background adjustment and normalization[33]. The top hundred genes downregulated in the *Trim9* KO retinas obtained by microarray analysis were further classified using the ShinyGO v0.41 Gene Ontology Enrichment Analysis tool according to cellular component.

**Table 4:** Gene ontology analysis.

Enrichment FDR	Genes in list	Total genes	Functional Category
0.0003	20	1582	RNA binding
0.0003	18	1353	Identical protein binding
0.0024	19	1771	Enzyme binding
0.0042	2	5	Ribonuclease III activity
0.0042	2	5	Double-stranded RNA-specific ribonuclease activity
0.0098	2	8	Intramolecular oxidoreductase activity interconverting aldoses and ketoses
0.0197	6	291	Ubiquitin protein ligase binding
0.0197	6	296	Ubiquitin-like protein ligase binding
0.0240	3	63	RNA helicase activity
0.0240	3	63	ATP-dependent RNA helicase activity
0.0240	3	64	RNA-dependent ATPase activity
0.0240	9	702	Protein homodimerization activity
0.0261	8	595	Protein domain specific binding
0.0336	3	78	Cysteine-type endopeptidase activity
0.0336	4	156	Phosphatase binding
0.0375	2	25	Intramolecular transferase activity
0.0381	3	87	Ribonuclease activity
0.0381	2	26	Endoribonuclease activity producing 5 -phosphomonoesters
0.0382	4	179	Protein C-terminus binding
0.0382	3	95	ATP-dependent helicase activity
0.0382	4	180	Cysteine-type peptidase activity
0.0382	11	1171	Protein dimerization activity
0.0382	2	31	ATPase regulator activity
0.0382	3	95	Purine NTP-dependent helicase activity
0.0429	2	35	Peptidase activator activity
0.0429	2	35	Endonuclease activity active with either ribo- or deoxyribonucleic acids and producing 5 -phosphomonoesters
0.0429	3	108	Ubiquitin-like protein-specific protease activity
0.0429	7	587	Kinase binding
0.0429	9	894	Enzyme regulator activity
0.0480	3	114	Protein phosphatase binding

Microarray results were analyzed using the Bioconductor Affy package in R. RMA was employed for background adjustment and normalization[33]. The top hundred genes downregulated in the *Trim9* KO retinas obtained by microarray analysis were further classified using the ShinyGO v0.41 Gene Ontology Enrichment Analysis tool according to molecular function.

## Discussion

To gain a better understanding of retinal progenitor cell behavior, we examined the expression of 33 genes belonging to the TRIM family in single cell transcriptomes generated from the developing mouse retina[10,29]. We found robust expression of a significant number of *Trim* genes in RPCs and developing neurons between E12.5 and E16.5 and corroborated these results by ISH. Of the 33 *Trim* genes queried, only *Trim9*, *Trim36 and Trim39* were found to be expressed in developing RGCs (*Nefl*+ cells) and completely absent from amacrine cells (*Tcfap2β*+ cells), and therefore potential candidates to specifically regulate RGC development. Furthermore, using hierarchical clustering, we found a significant correlation between the expression of *Atoh7* and *Trim9* in the single cell data. This correlation led us to hypothesize that *Trim9* would be involved in the development of retinal neurons, perhaps playing a crucial role in those neurons derived from an *Atoh7* lineage.

TRIM9, a member of the TRIM family of ubiquitin ligases, has been shown to play an important role in axon guidance and axonal branching in the mouse cerebral cortex[26–28]. After deletion of the *Trim9* gene, axons in the cerebral cortex and corpus callosum exhibit exaggerated axon branching[27]. Despite several studies investigating its function in the brain, the role of *Trim9* in the retina had not been characterized. To that end, we obtained *Trim9* deficient mice and used a combination of morphological and gene expression analyses to assess the role of *Trim9* during retinal development. Surprisingly, the production of early-born retinal neurons was not affected in *Trim9* knockout animals. More quantitative analyses for different subtypes of retinal ganglion cells also failed to show any differences in smaller subsets of distinct RGCs, similar to the larger scale studies. This observed lack of differences between WT and Trim9 deficient retinas was consistent across both embryonic and adult stages.

We hypothesize that the lack of phenotype in *Trim9* deficient retinas could be due to redundancy through the expression of other members of the TRIM family. Studies have shown that the loss of a gene in vertebrate systems is often compensated for by the function of related genes or family members[57]. For example, it was observed that the deletion of *Sox12* in mice, a member of the *SoxC* family that is highly expressed during embryogenesis, particularly within the peripheral and central nervous system, does not cause gross morphological changes or loss of fertility or viability[58]. Upon further investigation, it was observed that two other members belonging to the *SoxC* family, *Sox4* and *Sox11* work synergistically with *Sox12*[58]. The authors concluded that one reason for the lack of a phenotype could be functional compensation by SOX4 and SOX12[58]. An increase of expression of these two genes in some organs was observed, which supported this theory[58]. There are numerous other examples of this phenomenon as well. These include: knockouts of *Casp12* from the caspase gene family[58], *Adcy4* of the adenylate cyclase gene family[58], *Capn5* of the calpain gene family[59], and *Pmm1* of the phosphomannomutase gene family[60]. Similarly, in zebrafish, it has been shown that receptors of bone morphogenetic proteins (BMP), SMAD1 and SMAD9 function redundantly to mediate dorso-ventral patterning[61]. Although knockdown of one or the other does not lead to visible dorsalization, a double knockdown causes a strong phenotype[61]. Finally, even within our own lab, removing the kinase *Plk3* from the developing retina led to no discernible phenotype[23].

It has been proposed that approximately 15% of KO mice will not have a discernible phenotype[57]. Given this statistic and the fact that *Trim9* belongs to a very large gene family of approximately 40 genes[36], our lack of a phenotype is perhaps less surprising. Furthermore, as we demonstrate in this study, there is wide expression of the TRIM family of genes in the same single cells during early retinal development. This observation includes those single cells that express *Trim9*. Taken together, these results support our contention that some form of compensation may be at work. One additional possibility is that the loss of *Trim9* could trigger upregulation of other *Trim* genes, whereby these genes could now compensate for the loss of *Trim9*. However, our transcriptomic analysis of *Trim9* KO retinas did not show an upregulation of other TRIM family genes, with the caveat that this analysis was not performed across multiple developmental stages or at the single cell level.

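No other TRIM gene passed the test in the adult *Trim9* KO retina. Of the 61 other TRIM genes read by the array, 40 lay above the filter on dim signals, and 24 of these had a positive and 16 a negative estimate. *Mid2*, a microtubule-associated member, had the smallest p, with a log2 change of 1.93 (standard error 0.83, unadjusted p of 0.0398 from limma). *Trim27* stood at 1.30 (standard error 0.75) on a probe set ending in _s_at, *Trim46*, a protein of the axon initial segment, at 1.04 (standard error 0.93), and *Trim36* at 0.62 (standard error 0.71). Below WT on average were *Trim28*, a co-repressor of zinc finger proteins (log2 change -1.60, standard error 1.56), *Trim32* (log2 change -0.69, standard error 0.75) and *Trim2* (log2 change -0.35, standard error 0.61). The estimate for *Trim28* came from a probe set ending in _x_at, and its log2 signal was 6.41 in KO replicate 1 against 13.97 and 13.70 in the other KO retinas.

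*Mid2* and *Trim39* had all KO retinas above all WT retinas and 0 genes had the opposite, where chance separates 4 of the 40. Over all 61, dim genes included, 2 genes had all KO retinas above and 2 all KO retinas below, *Trim43a* (log2 change -2.85, unadjusted p of 0.0466 from limma) and *Trim75* (log2 change -1.45), which were named after their values were seen. With limma, 0 of the 40 passed an adjusted p of 0.05 over all genes and 0 passed adjusted over the list alone (smallest 0.910), with 1 higher and 0 lower at an unadjusted p under 0.05. The median log2 change of the 40 genes was 0.31. It was 0.099 without WT replicate 3 and 0.13 with the mean of a gene's probe sets, in a range of 0.099 to 0.46 over 15 alternatives (all but centring, which shifts all genes alike). For the list as a whole camera gave an unadjusted p of 0.151, and of 0.166 with an estimated correlation between genes; fry, which tests whether the genes move one way on balance, gave 0.142. At the spread of these arrays a change of a single TRIM gene would rarely pass the adjusted threshold.

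**Figure D4:**
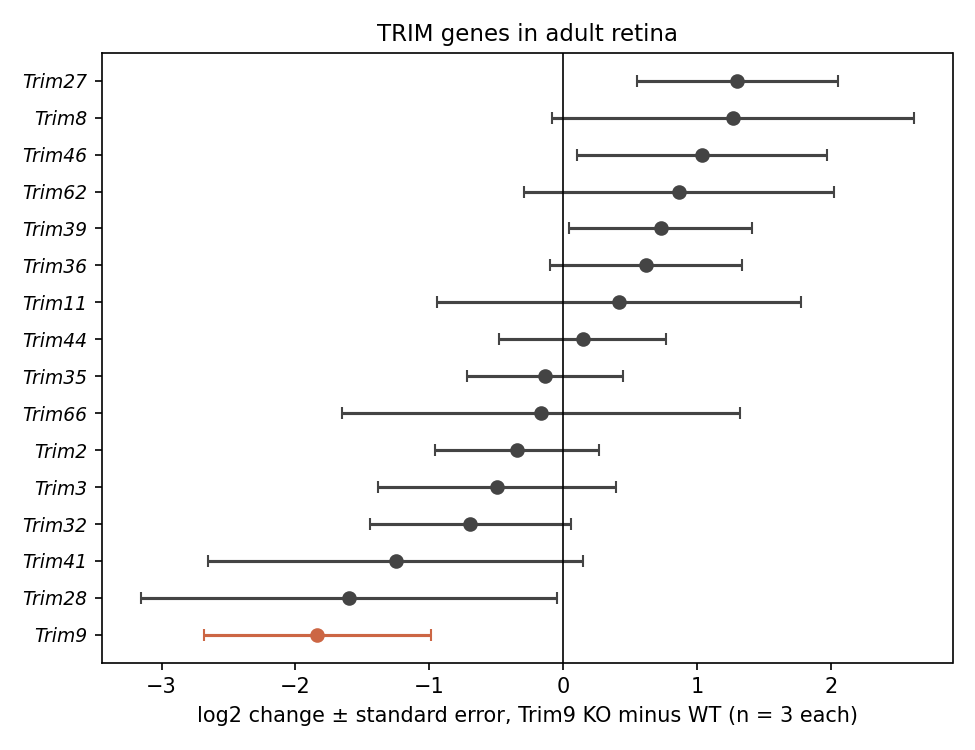
Log2 change (horizontal axis, *Trim9* KO minus WT) of *Trim9* and of the TRIM genes that the paper names and the test covers; points are estimates and whiskers their standard errors (n = 3 arrays per group). *Trim9* lies lowest, and the other genes lie between -1.60 (*Trim28*) and 1.30 (*Trim27*).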

Taken together our results demonstrate that solely inactivating *Trim9*, a gene whose expression was significantly correlated with *Atoh7* expression, does not lead to significant alterations in cell fate during retinal development. Furthermore, since Trim9 has been shown to be important for axon branching in the cerebral cortex[26,27], it is possible that the absence of *Trim9* leads to defects in the wiring and/or connections of retinal ganglion cells and their targets in the brain. Additionally, these results do not rule out the possibility that *Trim9* works in concert with other genes, either within or outside of its gene family, that may compensate for its loss of its function. Investigation into the remaining members of the *Trim* family may reveal roles for them in retinal development and function, possibly in concert with *Trim9*. However, with such a large number of TRIM family genes, these experiments are quite onerous. The discovery of genome editing, though, makes the challenge somewhat easier to overcome. Targeting several members of the *Trim* family of genes at the same time is possible using a multiplexed Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR) genome editing-based strategy[62]. Successfully mutating different combinations of TRIM family genes in the presence of *Trim9* mutations would be a method to address these issues of possible compensation. In the end, some strategy such as this will be necessary to dissect the precise role of *Trim9* in the retina.

## Supporting information

S1 Fig The Trim family of genes is expressed in *Atoh7*+ single RPCs. A Genesis generated heatmap representing the microarray expression of the TRIM family of genes in single *Atoh7*+ cells isolated from the developing mouse retina at E12.5, E14.5 and E16.5. The intensities of Affymetrix signals have been scaled such that a signal of 0 corresponds to a black signal and a signal of 2500 corresponds to a bright red color.
(TIF) Click here for additional data file.

S1 Table List of probes used for ISH. The sequences of the primers used to amplify specific genes from mouse retinal cDNA for generating RNA probes used for section ISH are shown in this table.
(XLSX) Click here for additional data file.

S2 Table List of qPCR primers. The sequences of the primers used for qPCR are shown in this table.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

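Transcripts of adult mouse retina were measured in 3 WT and 3 *Trim9* KO littermates, with 1 array per retina sample and no further samples. The deposited values are intensities of probe sets on a linear scale, which the authors made from the scanned arrays; the submitters' notes name MAS5 and the paper's methods name RMA. The values themselves are linear, with a mean of 1500.0 on each array after 2% are trimmed at each end, so they were taken as scaled by the authors. The files hold no detection calls. The notes that came with the samples also differ from the paper in the amplification kit, and in one field from the adult stage.

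From these intensities, signals under 1 were set to 1 and all were taken to log2 with no further scaling. The 64 control probe sets were left out. Of the other probe sets, 34945 carry 1 gene symbol, 932 carry several and 9160 carry none; only the first kind was used, and updating the symbols through Entrez identifiers changed 0 of them. Each gene was read from its probe set of highest mean signal, and genes at or below the median of all probe sets (8.18) were left out, which leaves 12081 of 18193 genes. Some marker genes have no probe set with a single symbol and were not analysed here.

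*Trim9* KO was compared with WT in limma 3.58.1 (lmFit, and eBayes with an intensity trend) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The samples were not treated as paired, since neither the paper nor the sample notes tie a replicate number to a litter. The 100 genes of largest fold in each direction were taken from the mean log2 differences; the paper gives folds for its 100 genes and does not state how it ranked them. Single values were compared by exact permutation, for which 3 arrays against 3 cannot give a p below 0.1. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

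Gene lists were written from general knowledge: retinal cell types, other cell types of the eye, the themes of Tables 2 to 4, the genes of the RT-qPCR and of the stained markers, the TRIM family, and stress, clock, immune, synaptic and housekeeping genes. Lists on the themes of Tables 2 to 4 rest on results that the study found on these samples. Of 41 lists, 36 have at least 5 genes above the filter and were tested; the others (lens, lens without crystallins, muscle, red blood cells and sex-linked genes) were not. Lists were tested with camera of limma at a correlation of 0.01 between genes, with an estimated correlation beside it, with fry of limma, and by Fisher's exact test, one-sided, for their share of the 100 genes. Of the 36, camera called 1 at the preset and 0 at the estimated correlation, 4 had an unadjusted p under 0.05, and fry called 0.

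The genes named are those that the paper names, the 12 of smallest p with separated groups and the 10 of largest fold in each direction, up to 4 of smallest p in each list, the sex-linked genes, and *Actb* and *Gapdh*; a gene named outside this rule is said to be. The lists, the tests at the paper's conclusions, the rule for named genes and all alternatives but 1 were set before the data were examined; the closing section names the further tests that were chosen later. The alternatives were quantile normalization, centring on the median, a floor on dim values at the 20th percentile, no filter, the mean of a gene's probe sets, no probe sets ending in _x_at, no intensity trend, weights for arrays, the replicate number as a block, ranking by moderated t, and leaving out each array in turn; the added one leaves out KO replicate 1 and WT replicate 3 together.

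The steps were tested on simulated data with the means and spread of these arrays, 12081 genes of which 200.0 changed, in 10 runs. The noise was drawn independently for each gene, without the structure that the measured arrays share, so the rates need not hold for them. At an unadjusted p under 0.05 the test found 20.9% of 2-fold, 56.4% of 4-fold and 89.7% of 16-fold changes, with 0.2 false calls per run after adjustment. With far less spread than measured, 96.0% of 2-fold changes passed after adjustment.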

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

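The tests on KO replicate 1 were chosen after the results were seen. KO replicate 1 stands apart from the other arrays in its added control RNAs, which the paper does not analyse: their median log2 signal was 22.45, against 20.11 on the highest WT array. This is 2.34 above the highest of the other 5 arrays, consistent with little labelled retinal RNA before the authors' scaling, which raises all signals of an array alike. Loss of *Trim9* as the whole cause is argued against by the other KO arrays, which lack the gene too: across genes they had a mean correlation of 0.760 with WT (0.675 to 0.922), 0.247 above that of KO replicate 1 (0.471 to 0.549). RNA of another tissue stays open, since the rod genes, at a median percentile of 98.3 and 9.00 above the lowest of the other 5 arrays, lie too near the top to show a small share, and the Müller genes were lower on KO replicate 1 (76.0) than on the others (85.6 to 88.9).

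Circadian clock genes, which the paper does not discuss, had the only list called: of 16 genes, 12 had a negative estimate. Their median log2 change was -0.92 (*Cry2* -3.28, *Arntl* -1.85, *Rorb* -1.35, *Npas2* 2.04). Camera gave an adjusted p of 0.0437, but of 0.714 with an estimated correlation between genes, and fry an unadjusted p of 0.0760, all of limma. No gene of the list passed limma's adjustment, and 1 lower gene had an unadjusted p under 0.05. The list's median percentile was lower on all KO arrays (58.7 to 64.0) than on all WT arrays (66.5 to 71.8). Such a separation was found in 6 of the 36 lists, where chance gives 10% of unrelated lists.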

How the results depend on the processing

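The setting without KO replicate 1 and WT replicate 3 was chosen after the data were seen. No gene passed limma's adjusted p of 0.05 under any of 16 alternatives (smallest 0.236, with array weights), against 115 higher and 173 lower genes at an unadjusted p under 0.05 as reported. *Trim9* had a negative log2 change under all of them (-1.40 to -2.68). Of 216 named genes, 159 kept their direction under every alternative that tested them, as some alternatives filter out some genes. The other 57 changed it at least once, 27 of them when 1 array was left out. For 1 gene this was with centring alone, which shifts all genes alike by -0.33. Dropping the intensity trend or adding the block cannot alter a log2 change here, so these alternatives do not test a direction. The cause of the changes below was not tested.

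The median log2 change of the other TRIM genes was -0.029 with each array centred on its median, which is the shift of all genes (0.31 relative to them), and 0.10 to 0.44 leaving out each array in turn. Centring gave 21 higher genes at an unadjusted p under 0.05. Without the filter on dim genes there were 280.0 higher genes, the hundredth higher fold was 12.8, and 4 of the 100 higher and 53 of the 100 lower genes remained. Without the intensity trend there were 180.0 higher genes. Array weights gave 969 higher and 853 lower genes, and 48 and 38 of the 100 remained. The mean of a gene's probe sets kept 56 and 52, and ranking by moderated t 41 and 50.0. Without KO replicate 1 and WT replicate 3 there were 93 lower genes, and 36 and 21 remained. Leaving out each array gave 27 (without KO replicate 2) to 394 (without WT replicate 1) higher and 28 (without WT replicate 3) to 499 (without WT replicate 1) lower genes, and kept 31 to 77 of the higher and 33 to 64 of the lower 100.

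With the replicate number as a block, as if the samples were paired, there were 59 higher genes. Arrays of the same number deviated from their group means with correlations of -0.330, -0.0909 and -0.0226 across genes. No pairing shows there, but the scatter and other structure of the arrays can hide a litter effect, so pairing is not excluded. Both arrays of replicate 3 share the sex-linked pattern given below.

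The clock list had an adjusted p from camera of limma of 0.0746 with quantile normalization, 0.168 with centring, 0.150 with the mean of probe sets, 0.107 without the trend, 0.0575 with the block, 0.0640 without KO replicate 1 and WT replicate 3, 0.714 with an estimated correlation, and 0.0203 (without KO replicate 1) to 0.351 (without KO replicate 2) leaving out each array. Camera still called the list without the filter on dim genes (adjusted p = 0.0102) and with array weights (0.0132). It also did so with the floor on dim values (0.0453) and without _x_at probe sets (0.0467). The list's median log2 change was negative under all 16 alternatives, from -1.26 to -0.68. The number of lists called was 0 with centring, with the mean of probe sets, without the trend, with the block, without KO replicate 1 and WT replicate 3 and with the estimated correlation, 2 without _x_at probe sets and 2 with array weights, and 0 to 4 leaving out each array. Without WT replicate 1 the respiratory chain list also passed (0.0251; range 0.0251 to 0.976), against 0.915 with all arrays and an estimated correlation.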

Differences from the paper's values

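The paper gives a change of about 1.5-fold at the low end of the 100 most downregulated and upregulated genes. Here the hundredth gene had a fold of 6.05 among the lower and 5.25 among the higher genes. At the high end the paper gives about 2-fold, and the largest folds here were 22.8 and 18.1. The paper's methods name RMA, whereas the folds here come from the deposited linear signals, for which the submitters' notes name MAS5, so the values may not be on one scale. Among the alternatives set before the data were examined, ranking by moderated t came nearest to the paper's 1.5. The smallest fold among its 100 genes was 2.86 for the lower and 2.38 for the higher genes. On the same values, no choice of 100 genes can have a smallest fold above the hundredth fold of the ranking by fold. A value below 6.05 and 5.25 was therefore fixed in advance and does not show how the paper ranked its genes. The hundredth gene by fold had an SD between arrays of 1.68 (lower) and 1.25 (higher) on the log2 scale. As that gene comes from another ranking, its SD does not show whether 2.86 and 2.38 differ from 1.5. The other alternatives lay further from 1.5 and gave 5.02 to 10.5 for the lower and 4.16 to 12.8 for the higher genes.

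The paper places the products of the downregulated genes mainly in the nucleolus and the proteasome. Of 64 nucleolar genes tested here, 1, *Nop56*, was among the 100 lowest, against 0.530 by chance (Fisher's exact test, one-sided, p = 0.413); of 45 proteasome genes, 2 were among them, against 0.372 by chance (p = 0.0534 by the same exact test). These lists are not the ontology terms that the paper used, and both hold fewer genes than those terms.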

Other observations

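The tests on the brightness of the pigment epithelium probe sets and on the *Actb* ratios were chosen after the results were seen. Genes of glia, blood vessels and immune cells went both ways. Median log2 changes were 0.27 for 9 astrocyte genes (-0.012 without KO replicate 2), 0.35 for 7 microglial genes (*Csf1r* 1.54, *C1qc* -1.64; -0.063 without KO replicate 2), 0.24 for 10 endothelial genes (*Eng* 2.00, *Flt1* -1.68; -0.051 without KO replicate 1 and WT replicate 3) and -0.08 for 12 pericyte genes (*Cspg4* 2.39; 0.068 without WT replicate 2, 0.082 without KO replicate 1 and 0.067 without KO replicate 2). The 9 RGC subset genes of the RT-qPCR had a median of 0.42 (*Pou4f1* 1.73, *Cdh6* 1.38, *Drd2* -1.89). It was 0.18 without WT replicate 2 and 0.78 without WT replicate 1. The 16 markers of the stainings had a median of -0.27 (0.10 without WT replicate 3, and a mean of 0.013). Over 15 alternatives (all but centring, which shifts all genes alike) these 6 medians ranged from -0.012 to 0.95, -0.063 to 0.87, -0.051 to 0.61, -0.57 to 0.082, 0.18 to 0.78 and -0.48 to 0.12. The median percentile within each array was higher on all KO than on all WT arrays for the microglial (42.7 to 53.2 against 26.5 to 35.7) and endothelial genes (29.2 to 41.1 against 25.6 to 27.4). The adjusted p from camera was 0.347, 0.597, 0.613, 1.00, 0.526 and 0.956.

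Genes of axons, synapses and energy metabolism did not stand apart either. The medians were -0.11 for 25 axon guidance genes (*Unc5c* 1.75, *Nrp1* 1.31; 0.13 without WT replicate 3, 0.38 without KO replicate 1), -0.38 for 28 SNARE and vesicle genes (*Cplx4*, of ribbon synapses, -1.40; -0.051 without WT replicate 3, 0.26 without KO replicate 1 and WT replicate 3), -0.48 for 16 glycolysis genes (*Pkm* -2.29; -0.061 without WT replicate 3), 0.24 for 68 respiratory chain genes (-0.044 without WT replicate 2, 0.98 without WT replicate 1, 0.70 without KO replicate 1) and 0.02 for 43 ribosomal proteins (-0.24 with quantile normalization, -0.12 without WT replicate 2, -0.037 without WT replicate 3, -0.050 without KO replicate 2). For stress and immune genes they were -0.24 for 21 heat shock genes (*Hspa1a* 1.43, *Hspe1* -1.94; 0.73 without KO replicate 1, 0.011 without WT replicate 1), 0.01 for 18 immediate early genes (*Atf3* 2.13; -0.12 without WT replicate 3, -0.10 without KO replicate 1, -0.26 without KO replicate 2) and 0.11 for 15 interferon genes (*Irf9* 2.67, *H2-K1* -2.37; -0.11 without WT replicate 1, -0.40 without KO replicate 3). Over the same alternatives these 8 medians ranged from -0.28 to 0.49, -0.50 to 0.26, -0.80 to -0.061, -0.044 to 0.99, -0.29 to 0.49, -0.43 to 0.73, -0.26 to 0.37 and -0.40 to 0.44. The median percentile of the glycolysis genes was lower on all KO arrays (94.3 to 95.2) than on all WT arrays (96.1 to 98.5). The adjusted p from camera was 0.822, 0.484, 0.347, 0.526, 0.956, 0.895, 0.733 and 0.661 in this order. For the stained markers, axon guidance, heat shock and ribosomal genes the direction of camera was opposite to the sign of the median, and for pericytes that of the mean was. *H2-K1* and *Hspe1* were read from probe sets that can share signal with related transcripts.

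The brightest probe set of *Xist* and the Y-linked *Eif2s3y* gave WT replicate 3 and KO replicate 3 a pattern apart from the other arrays. The brightest *Xist* probe set gave 38899.6 and 38113 on those arrays and 91.5 to 868 on the others, and *Eif2s3y* 3.88 and 14.3 against 1705 to 3250.2. The brightest probe sets of the Y-linked *Kdm5d* (46.1 and 18.0 against 1258 to 4146) and *Uty* (68.3 and 87.4 against 341 to 2036) split the arrays likewise. Dimmer *Kdm5d* probe sets did not. High *Xist* with low Y-linked signal is the pattern of female animals, and the other arrays have that of males. The labels give no sex. Each group thus holds 1 array of the female pattern, and the fit has no term for sex. Dimmer *Xist* probe sets were highest on WT replicate 3 but did not set KO replicate 3 apart. On KO replicate 3 they gave 319, against 798 on WT replicate 2, and 709, against 1485 on KO replicate 1.

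The large folds of the 100 genes are in line with array scatter picked out by ranking on fold. Genes picked on 4 arrays at a mean median log2 change of -3.63 had 0.201 on the pair of arrays left out, averaged over 9 combinations, 4 of them in the same direction. The pairs ranged from -0.73 to 2.87, the highest being WT replicate 1 with KO replicate 1, without which the mean was -0.13. Higher genes picked at 3.35 had -0.164, with 5 of 9 in the same direction and a range of -1.90 (WT replicate 2 with KO replicate 3) to 0.81; without the lowest pair the mean was 0.052.

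Markers of the retinal cell types had negative and those of adjacent tissue positive medians. Brightness of the probe sets is argued against: 0 of 10000.0 random lists matched on mean signal had a median as low as that of the pooled 99 retinal genes (-0.42), and the 18 genes of the pigment epithelium and front of the eye (0.70) lay at percentile 99.6. Such lists hold unrelated genes of the same arrays, whereas markers of a cell type can move together on an array. Their spread therefore bears on brightness alone and does not measure a difference between retinas. More tissue from outside the neural retina in the KO samples stays open, with a difference in median percentile of 6.65 and overlapping groups: the pigment epithelium list stood out on KO replicate 3 alone (77.2), while the ciliary list was higher on all KO arrays (37.0 to 50.2) than on all WT arrays (13.7 to 22.6); *Ttr*, the most abundant gene of the list, had a mean log2 signal of 17.48 in WT and 19.18 in KO on a probe set ending in _x_at, and *Rgr* is also made by Müller glia. The RNA quality of the arrays, by the ratio of the *Actb* probe sets, stays open too: the retinal markers' percentile was lower on each of the 3 arrays with the highest ratios, with a mean difference of -8.28, than on each of the other 3, but the Müller (2.44) and horizontal (6.92) lists differed the other way, and the Müller list was lower on all KO arrays (76.0 to 86.7) than on all WT arrays (88.0 to 88.9). Loss of *Trim9* stays open as well, with a difference of -5.04 for the retinal markers and overlapping groups (two-sided exact permutation test, p = 0.4).

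Of the 10 ways to split the arrays 3 against 3, none can have a share under 0.1; the counts of splits below include the split by genotype itself. The split by genotype gave 115 higher and 173 lower genes at an unadjusted p under 0.05 (highest other total 2573; 6 splits gave as many), 1 list called (highest other 3; 6 as many), a TRIM median of 0.31 (highest other 0.30; 1 as large) and a hundredth fold of 6.05 (highest other 12.5; 7 as large). The split of WT replicate 1, KO replicate 2 and KO replicate 3 from the rest gave 2573 genes, of which 251 passed limma's adjusted p, and points to a structure of the samples other than genotype; the ratios of the *Actb* probe sets, at or above 20.2 on these arrays and at or below 9.87 on the rest, follow it.

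The median absolute t of 37 neighbours of *Trim9* was 0.684, at percentile 38.6 of 303 windows of neighbouring genes (median 0.728). It lies under the windows' median, which a rule set beforehand counted against a chromosome segment of the targeted cells' strain around *Trim9*. Values under the median are common among such windows, and this one lies within their spread, so the segment stays open. Of the neighbours, 0 had an unadjusted p under 0.05 from limma, where chance gives 1.85.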
